# Dichlorvos exposure results in large scale disruption of energy metabolism in the liver of the zebrafish, *Danio rerio*

**DOI:** 10.1186/s12864-015-1941-2

**Published:** 2015-10-24

**Authors:** Tri M. Bui-Nguyen, Christine E. Baer, John A. Lewis, Dongren Yang, Pamela J. Lein, David A. Jackson

**Keywords:** Zebrafish, Dichlorvos, Microarray, Organophosphorus, Fasting

## Abstract

**Background:**

Exposure to dichlorvos (DDVP), an organophosphorus pesticide, is known to result in neurotoxicity as well as other metabolic perturbations. However, the molecular causes of DDVP toxicity are poorly understood, especially in cells other than neurons and muscle cells. To obtain a better understanding of the process of non-neuronal DDVP toxicity, we exposed zebrafish to different concentrations of DDVP, and investigated the resulting changes in liver histology and gene transcription.

**Results:**

Functional enrichment analysis of genes affected by DDVP exposure identified a number of processes involved in energy utilization and stress response in the liver. The abundance of transcripts for proteins involved in glucose metabolism was profoundly affected, suggesting that carbon flux might be diverted toward the pentose phosphate pathway to compensate for an elevated demand for energy and reducing equivalents for detoxification. Strikingly, many transcripts for molecules involved in β-oxidation and fatty acid synthesis were down-regulated. We found increases in message levels for molecules involved in reactive oxygen species responses as well as ubiquitination, proteasomal degradation, and autophagy.

To ensure that the effects of DDVP on energy metabolism were not simply a consequence of poor feeding because of neuromuscular impairment, we fasted fish for 29 or 50 h and analyzed liver gene expression in them. The patterns of gene expression for energy metabolism in fasted and DDVP-exposed fish were markedly different.

**Conclusion:**

We observed coordinated changes in the expression of a large number of genes involved in energy metabolism and responses to oxidative stress. These results argue that an appreciable part of the effect of DDVP is on energy metabolism and is regulated at the message level. Although we observed some evidence of neuromuscular impairment in exposed fish that may have resulted in reduced feeding, the alterations in gene expression in exposed fish cannot readily be explained by nutrient deprivation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1941-2) contains supplementary material, which is available to authorized users.

## Background

Hundreds of pesticides are used to enhance food production and control disease vectors worldwide. Dichlorvos (DDVP), an organophosphorus pesticide used for indoor insect and livestock parasite control, is among the most common commercially available pesticides. There are, however, significant concerns over its acute and chronic toxicity [1–3], especially because dichlorvos is relatively stable in water, soil, and air [4], with a half life ranging from two (air) to several days or weeks (water and soil).

DDVP reversibly inhibits acetyl cholinesterase (AChE) activity leading to an accumulation of acetylcholine and increased cholinergic activity in the central and peripheral nervous system, and at neuromuscular junctions [3, 4]. Exposure does not appear to result in genotoxic or teratogenic effects, but it may result in pancreatic adenoma, mononuclear leukemia, mammary gland carcinoma, fibroadenoma, and adenoma [5, 6]. Following long term chronic exposure to DDVP, rats displayed hepatocellular vacuoles and cell swelling [7]. In neuronal tissue of rats, DDVP exposure alters carbohydrate homeostasis [8, 9] and induces damage that is likely due to oxidative stress [10], and the testes of chronically DDVP–exposed rats display mitochondrial swelling, necrosis, and edema in the seminiferous tubules [11].

There is substantially less information on the effects of dichlorvos on fish, but the chemical is known to cause oxidative stress, liver pathology, cholinesterase inhibition and neurobehavioral abnormalities, as well as injuries to the skin and gills in various species [12]. The primary routes of exposure are presumed to be through the gills and skin like most pesticides in fish [13].

The liver is a primary site of DDVP metabolism [14], where it is converted to desmethyl-dichlorvos, dimethyl phosphate, and dichloroacetaldehyde by glutathione-dependent and aryl esterase pathways [4, 15–17]. While the metabolism of DDVP was initially described decades ago [16], the cause of its toxicity in non-neural target organs such as the liver or kidney remains unclear.

In an effort to elucidate the mechanisms of DDVP toxicity, we explored changes in gene expression in the livers of zebrafish exposed to DDVP. Toxicity testing in zebrafish can potentially provide a number of practical advantages over studies in rodents or other mammals. In particular, since zebrafish are a non-mammalian species, using them can contribute to satisfying both the replacement and reduction principles in animal research by reducing the number of mammals required for definitive studies [18]. Moreover, zebrafish culture is convenient and inexpensive, and the fish provide a system to model toxicity in mammals [19]. Additionally, the use of flow-through aquatic exposure system can provide a constant easily controlled exposure environment (see Methods). With phenotypes resembling human diseases, similarities in anatomy, biochemistry, and genetics [20], the zebrafish is an attractive model system for many biomedical questions. Results from zebrafish studies are generally complementary to those from other animal model systems, and demonstrate both physiological and biochemical similarities to xenobiotic metabolism and adaptive responses to toxicants in mammals [21–23]. Indeed, the zebrafish model has been used extensively to assess organ toxicity in the liver, pancreas, and intestine [22, 24].

Although a number of prior studies have investigated the effects of dichlorvos on particular aspects of liver metabolism, they focused on particular metabolites or enzymes [25, 26]. To obtain a broader understanding of the effects of dichlorvos on liver metabolism, we performed a genome-wide analysis of gene expression in the liver of zebrafish exposed to DDVP and identified biological responses to DDVP using a functional analysis of differentially expressed genes. The affected processes are similar to those reported in mammals [27, 28]. Our global transcriptomic analysis revealed functionally related changes in the expression of a large number of genes involved in carbohydrate and lipid metabolism, responses to reactive oxygen insult, and autophagy in contrast to the mammalian studies, which focused only on a small number of metabolites or enzymatic activities. To ensure that these changes were not simply the result of poor feeding and nutrient deprivation in fish with impaired neuromuscular function, we compared the patterns of gene expression between fasted and DDVP-exposed fish. The pattern of gene expression in the DDVP exposed fish was distinct from that in the fasted fish. The functional relationships among the genes differentially expressed in response to DDVP imply that exposure results in oxidative stress and stimulates a coordinated adaptive response, at least in part at the transcriptional level, to mitigate a redox imbalance.

## Results and discussion

To investigate the effects of DDVP exposure on the liver, we exposed male zebrafish to three concentrations of DDVP for 24 h, harvested the livers of one set of fish (*n* = 20/condition) for whole genome transcript analysis, and fixed another set of fish for histological evaluation (*n* = 5/condition). 

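Liver RNA was pooled within each condition, several fish to a pool, and each pool was labelled and hybridized to 1 single-colour Agilent zebrafish oligonucleotide array, on which the fluorescence of a probe measures the abundance of its transcript. There were 4 arrays for each of the low, mid and high concentrations, all after 24 h, and 8 arrays of unexposed controls that are labelled as 2 sets of 4. The measured concentrations in the paper are 6, 16 and 30 mg/L (27, 72 and 135 µM), while the sample labels give 6, 19 and 32 mg/L. The authors scanned these arrays with a GenePix scanner, quantile normalized the median spot signal and took log2. They deposited the log2 values of the 5481 probes that passed a false discovery rate of 0.001 in their joint comparison of the DDVP and nutrient restriction arrays. Every test of a DDVP effect therefore covers those 5481 probes alone, which were picked on these same arrays, and the whole-array scanner files of the DDVP arrays were not used here.

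Of the 5481 probes, 3691 carry a RefSeq transcript accession and 3295 of these could be matched to a gene symbol (2581 different symbols). The median of the 5481 log2 values was between 9.52 and 9.72 on each of the 20 arrays. Means of the 2 control sets differed by at most 1e-04 in every probe. All 5481 probes lay within 0.001, against 28.9 expected from the spread between replicates (median standard error of the difference 0.17), so the SD of the 8 controls holds the spread within each set and no difference between sets. Both sets were pooled, as neither the paper nor the labels say which belongs to which concentration. Since their means are equal, the 8 controls fix the reference no better than 4 would, so standard errors and adjusted p given with all 8 are too small. Each concentration was compared with the 8 controls in limma, a linear model per probe with variances moderated across probes. Differentially expressed means a Benjamini-Hochberg adjusted p of at most 0.001 and a change of at least 1.8-fold. Changes are log2 fold changes against the controls, and 3 values in a row are those at the low, mid and high concentrations.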

We determined the target concentrations of DDVP for exposure based on 96 h range finding experiments for the no- observable- effect level (6 mg/L) as well as for DDVP concentrations that resulted in the death of 20 % (19 mg/L) or 60 % (32 mg/L) of the fish (Additional file 1). The measured concentrations in the exposure experiment were (6, 16, and 30 mg/L [27, 72, and 135 μM])) which we refer to as low, mid, and high. To identify gene expression responses characteristic of intoxication but preceding organ failure and death, we exposed the fish to DDVP for only 24 h in the definitive experiment.

### Cholinesterase activity

We confirmed the effectiveness of the DDVP exposure by measuring cholinesterase (ChE) activity in extracts from brain and heart tissue using the Ellman method; heart ChE activity is considered to result chiefly from the presence of residual blood in the organ [29]. As shown in Fig. 1, ChE activity was inhibited up to 80 % in the heart tissue of exposed zebrafish when compared to control and 90 % in brain ChE activity (*p* < 0.05). Previous studies have shown that DDVP inhibits ChE activity in the fish *Tilapia. mossambica* [30] and in gilthead sea bream (*Sparus aurata*) brain and muscle tissues [31].

**Fig. 1:**
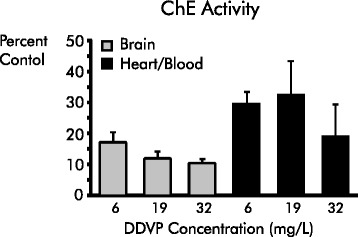
DDVP exposure reduces cholinesterase activity in brain and heart. Hearts and brains from four control and four exposed fish were assayed for cholinesterase activity by the Ellman method. Data are presented as percentages of unexposed control. All exposed conditions differed from control at the *p* ≤ 0.05 level using the Kruskal-Wallis test. Error bars represent the standard error of the mean (SEM)

### Histopathological examination

While organophosphates are usually thought of as affecting nerve and muscle, semi-quantitative histopathological analysis showed that DDVP exposure affected multiple organs in the zebrafish. In addition to muscle, effects on testis, pancreas, kidney, and liver were observed (Table 1 and Fig. 2; see Additional file 2 for photomicrographs of representative tissue sections from skeletal muscle, testis, pancreas, and kidney and additional description).

**Table 1:** DDVP exposure results in injury to non-neural tissues

Exposure					
Observation		Control	Low	Mid	High
• Myodegeneration	Mean Score	0	0	0.4	2.4^†^
	Prevalence	0/4	0/5	2/5	5/5
• Testis degeneration	Mean Score	0.2	0.4	2.2^†^	2.8^†^
	Prevalence	1/4	2/5	5/5	5/5
• Pancreas zymogen granule depletion	Mean Score	0	0	2.2^†^	2.4^†^
	Prevalence	0/4	0/5	4/5	5/5
Renal congestion	Mean Score	0	0.6	1.0	2.0^†^
	Prevalence	0/4	2/5	3/5	4/5
Hepatic vacuolation	Mean Score	3.0	3.0	2.6	1.8
	Prevalence	4/4	5/5	5/5	5/5

Tissues were scored semiquantitatively for histomorphological features. *Prevalence* indicates the fraction of examined animals displaying a histopathological feature. Bullets indicate histological observations in exposed animals that are statistically different from control at *p* ≤ .05 using the Kruskal-Wallis test. Daggers indicate specific conditions different from control at *p* ≤ .05 (uncorrected) in *post hoc* testing with the Wilcoxon ranks test. See Additional file 2 for images of stained sections and more detail

**Fig. 2:**
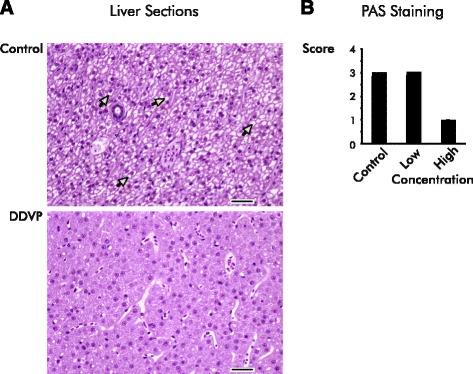
Glycogen vacuolation is reduced in the livers of DDVP–exposed fish. **a** The liver of exposed fish shows decreased hepatocellular vacuolation compared with control animals (*yellow arrows*). Representative images of transversely sectioned hematoxylin and eosin stained livers from a control and a unexposed fish (high concentration) are shown. Bars are 25 μm. **b** Periodic Acid-Schiff (PAS) staining reveals reduced levels of glycogen in the livers of exposed fish. Liver sections from controls and fish exposed to high and low concentrations of DDVP were semi-quantitatively scored for PAS-positive glycogen staining (0-4+, low to high staining intensity). All unexposed fish were scored “3 + .” Scores for the low concentration-exposed fish ranged from 2 + −4+ (mean = 3+), and all the fish exposed to the high concentration were scored “0–1+”. Exposed fish differed from control at *p* ≤ 0.05 level using the Kruskal-Wallis test. The high concentration exposure was significantly different from control in *post hoc* testing with the Wilcoxon ranks test (*p* ≤ 0.05)

Unsurprisingly, skeletal muscle showed degenerative changes in exposed fish characterized by randomly distributed, segmental, coagulative sarcoplasmic disintegration. Although myodegenerative lesions are occasionally observed in otherwise healthy fish [32, 33], the preponderance and relative severity of such lesions in exposed fish were consistent with a concentration- dependent DDVP-induced effect (Table 1). There was degeneration in the testes of exposed fish, but it is unclear whether the testicular effects reflect a direct consequence of DDVP toxicity or a nonspecific stress response which has previously been reported in fish [34].

We observed that pancreatic zymogen granule stores were depleted in exposed fish. This effect has not previously been documented in zebrafish but has been seen in pancreata of other fish species under conditions of reduced caloric intake [35] and in viable human pancreas fragments exposed to the organophosphorus pesticide echothiophate [36].

Although the difference in the score for renal congestion between exposed and unexposed fish did not attain statistical significance, the prevalence of erythrocytic congestion in the sinsusoidal capillaries of the kidney increased with DDVP concentration (Table 1; Additional file 2). Similar findings have been reported in dogs exposed to DDVP where vascular congestion and hemorrhage presented in multiple organs [37, 38].

Exposed fish showed reduced hepatocellular vacuolation (Fig. 2a), suggesting that liver glycogen levels might be depressed as discussed below. Although the difference in the extent of vacuolation between exposed and control conditions was not statistically significant, there was a trend toward less vacuolation with increasing DDVP concentration (Table 1; Fig. 2a). In the low concentration condition, 80 % of the fish were scored as highly or moderately highly vacuolated, while in the high concentration condition 80 % were scored as minimally vacuolated (Table 1). To test whether the reduction in vacuolation might indicate a loss of glycogen, we stained fish sections for glycogen with Periodic Acid-Schiff (PAS). Glycogen staining was markedly diminished in the livers of fish exposed to the high concentration of DDVP (Fig. 2b) although there was little difference in PAS staining intensity between the low exposure group and controls. A diminution of liver glycogen stores has been described following exposure to other organophosphorus pesticides [39] and is concordant with the alterations in carbohydrate metabolism described below.

### Identification of biological processes affected by DDVP exposure

Among the 43,803 probes on the microarray, we found 22,585 (corresponding to 18,632 genes) that had a signal to noise ratio ≥ 3 in all replicates of at least one exposure condition, and selected them for further analysis. 

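Of the 5481 probes, 1683 were differentially expressed at the low concentration (735 up, 948 down), 3430 at the mid (1748 up, 1682 down) and 4087 at the high (2161 up, 1926 down). These are 30.7, 62.6 and 74.6% of the probes tested. In 1579, 3352 and 4047 of them the 4 exposed arrays lay wholly above or wholly below the 8 controls. Chance gives this separation to 0.404% of unselected probes. That rate does not apply to probes already picked for change on these arrays. The root mean square log2 fold change over all 5481 probes was 0.990, 1.57 and 1.82, and the median 0.05, 0.45 and 0.51. With control set 1 or 2 alone the counts were 1468 or 1499 at the low, 3345 or 3363 at the mid and 4056 or 4059 at the high concentration. Without the fold filter they became 2612, 4697 and 4984, the alternative that moved the count at the low concentration most.

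Probes that changed at 1 concentration mostly changed the same way at the next. Of 1476 probes differentially expressed at both low and mid, all 1476 went the same way, as did 1466 of 1470 at low and high and all 3282 at mid and high. Across the 5481 probes the correlation of log2 fold changes was 0.859 between low and mid, 0.810 between low and high and 0.981 between mid and high. The concentrations share 1 set of controls, and in simulated groups without any change that sharing alone gave a correlation of 0.331 with 8 independent controls and 0.486 with 4, the number that the equal means of the sets amount to.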

We identified differentially expressed transcripts in this set using a two-way analysis of variance (ANOVA; dose and exposure) with contrasts analysis for each concentration, a step-up Benjamini and Hochberg False Discovery Rate [40] of 0.001, and a fold change difference filter of ≥ 1.8 between exposed and control fish. To find biological processes affected by DDVP exposure, we performed unsupervised Gene Ontology (GO) enrichment analysis of the differentially expressed transcripts using the web-based tool GOTreeMachine [41], Ingenuity Pathway Analysis (IPA), and manually curated reference gene lists. These analyses suggested that multiple biological processes and networks are affected by DDVP exposure (Additional file 3). 

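The 5 named probes that rose most at the high concentration were those of *fthl28* (2.17, 6.24 and 7.32), *zgc:153911* (2.20, 5.13 and 6.23), *prdx1* (4.14, 5.72 and 6.19), *zfand2a* (2.27, 5.36 and 6.07) and *pir* (3.84, 4.79 and 5.78). The 5 that fell most were both probes of *elovl6*, *gatm* (-3.49, -5.66 and -6.04), *rab11bb* (-2.53, -5.39 and -5.74) and *cyp4v2a* (-1.73, -4.81 and -5.47). Their adjusted p at the high concentration was between 3.7e-18 and 6.2e-10, and the 4 exposed arrays did not overlap the 8 controls in any of them. For *fthl28* the change at the low concentration no longer passed the threshold with control set 2 alone, without variance moderation, or without replicate 1 or 2 (adjusted p between 6.6e-05 and 0.0101 over its alternatives).

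Gene lists were written from gene names before the values were examined, and the 5481 probes hold part of each. Of the symbols on the array they hold 15 of 23 for glutathione metabolism, 9 of 10 for the pentose phosphate pathway, 31 of 33 for β-oxidation, 9 of 17 for fatty acid synthesis, 34 of 45 for the proteasome, 10 of 23 for autophagy and 32 of 63 for ubiquitin conjugation and chaperones. No enrichment test was run on the DDVP values, since the probes had been selected for change on these arrays. Tallies and medians per list are given in its place.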

Major categories included *carbohydrate metabolism*, *lipid metabolism*, *detoxification*, and *proteasomal responses* (gene ontology terms are indicated by italic text).

### Reactive oxygen species stress and unfolded protein response pathways

Reactive oxygen species (ROS) have been implicated in DDVP toxicity by others [25, 42], potentially leading to Parkinsonism [42–44] and liver dysfunction [8, 25]. Our functional analysis revealed enrichment for processes involved in *glutathione metabolism*, suggesting that DDVP exposure affects ROS stress responses at the message level (Additional file 3). 

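The glutathione list covers 24 probes of 15 genes. At each concentration 16 rose and 8 fell, with 12 up and 4 down differentially expressed at the low, 14 and 7 at the mid and 15 and 8 at the high concentration. Its median log2 fold change was 0.87, 2.06 and 2.17, and at the high concentration single probes ranged from -2.55 (*gstk1*) to 5.50 (*gsr*). With p adjusted over the list alone, 19, 24 and 24 probes passed an adjusted p of 0.001, whatever their fold. That adjustment adds no independent evidence, here or for the other lists, since the probes were chosen on these arrays.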

The transcription factor Nrf2 (nuclear factor [erythroid-derived 2]-like 2) is the “first responder” to reactive oxygen stress and a key regulator of transcriptional ROS stress responses [45]. Nrf2 is constitutively active in the liver of Keap 1-hepatocyte knockout mice (KEAP-HKO) [46], so to determine whether Nrf2 might be involved in the ROS response to DDVP, we compared the behavior of the set of genes differentially affected by the constitutive activity of Nrf2 in KEAP-HKO mice to matched genes in the fish. We observed considerable overlap in the gene expression profiles of the DDVP exposed fish and KEAP-HKO mice (Fig. 3a). 

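Of the genes that the paper lists for its Fig. 3a, 27 have a probe among the 5481. At the high concentration 16 rose and 11 fell and all 27 were differentially expressed; at the low concentration 9 of 15 rising and 8 of 12 falling probes were, and at the mid 14 of 16 and 9 of 11. The median size of the change was 1.00, 2.23 and 2.44. The largest at the high concentration were in *elovl6* (-3.79, -5.79 and -6.08), *gsr* (3.99, 5.56 and 5.48), *hsd17b12a* (1.14, 4.04 and 5.23), *gclc* (2.85, 4.32 and 5.04) and *pgd* (3.41, 4.81 and 4.93). Nearer the median size were *dera* (1.22, 2.54 and 2.54), *hadhab* (-1.13, -2.27 and -2.68) and *rbks* (-1.29, -2.37 and -2.78), and among the small ones were *glrx5* (0.02, 0.71 and 0.90) and *oxsm* (0.76, 0.67 and 0.85). At the low concentration the calls for *dera*, *rbks* and *elovl5*, and at the high that for *oxsm*, were lost under at least 1 alternative, among them leaving out single replicates. The mouse expression data of the comparison were not analysed here.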

The affected genes are associated with the ontology terms, *NADPH generation*, including the *pentose phosphate pathway* (PPP), *anti*-*oxidant response*, including *glutathione synthesis*, and *lipid biosynthesis*.

**Fig. 3:**
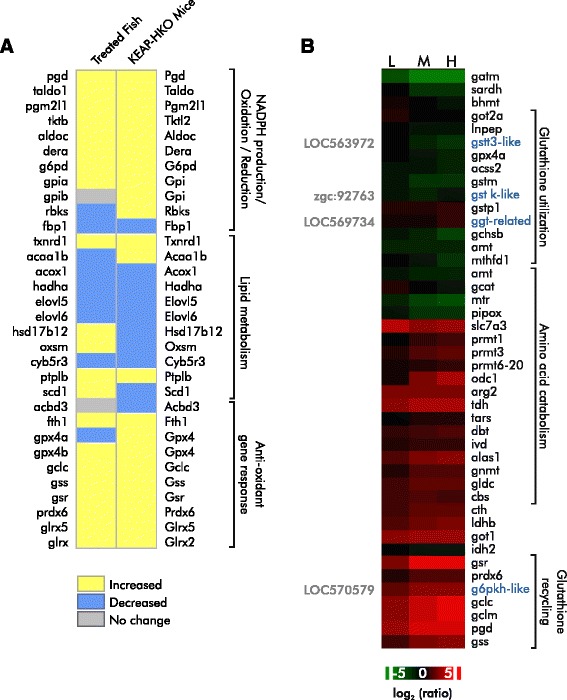
The expression of genes involved in Nrf2 signaling and glutathione metabolism is altered in zebrafish exposed to DDVP. **a** DDVP exposure and constitutive Nrf2 activation affect similar sets of genes. The heat map compares the direction of change in liver message levels in DDVP-exposed zebrafish and KEAP-HKO mice with constitutively active Nrf2 relative to unexposed fish and normal mice. Mouse and functional data are taken from [46]. Zebrafish gene symbols are to the left, and mouse symbols are to the right. We show genes that could be definitively mapped between zebrafish and mice and that met our criteria for expression (see Methods). RefSeq and probe IDs are presented in Additional file 6. **b** The heat map depicts changes in the expression of genes involved in glutathione metabolism and precursor biosynthesis. In a few cases, the association between a gene and a database could not be definitively made. In these instances, tentative characterizations are shown in blue on the right and the database identifier is shown on the left. Changes in gene expression are shown as the log_2_ ratio relative to control. L, M, and H indicate low, mid, and high exposure concentrations

As part of its role in controlling cellular ROS responses, Nrf2 transcriptionally regulates the glutathione synthetase and glutamate-cysteine ligase network [47] to maintain cellular glutathione homeostasis, which is critical for cytoprotection in both physiological and pathological oxidative stress states. Consistent with activation of Nrf2 signaling, we observed increased expression of genes encoding crucial enzymes for biosynthesizing, processing, and recycling reduced and oxidized glutathione. 

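On the log2 scale *gsr* averaged 7.65 ± 0.55 in the controls (n = 8) and 12.71 ± 0.32 at the high concentration (n = 4), *gclc* averaged 9.68 ± 0.19 in the controls (n = 8) and 14.72 ± 0.11 at the high concentration (n = 4), *gclm* averaged 8.95 ± 0.25 in the controls (n = 8) and 13.81 ± 0.31 at the high concentration (n = 4) and *gss* averaged 6.11 ± 0.20 in the controls (n = 8) and 8.99 ± 0.36 at the high concentration (n = 4). Log2 fold changes were 2.67, 5.15 and 5.06 for *gsr* (standard error 0.31), 2.85, 4.32 and 5.04 for *gclc* (0.15), 2.85, 4.11 and 4.87 for *gclm* (0.15) and 1.00, 2.46 and 2.87 for *gss* (0.14). All 4 genes were differentially expressed at every concentration, with an adjusted p of 1.7e-12, 1.6e-17, 5.2e-17 and 4.9e-14 at the high one, and in each the 4 exposed arrays lay above all 8 controls. The probe for *gsr* is 1 of 4 on the array, and the other 3 gave 5.48, 5.40 and 5.50 at the high concentration. Leaving out single replicates moved *gsr* at the high concentration between 4.90 and 5.50, the widest range that any alternative gave it.

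**Figure D1:**
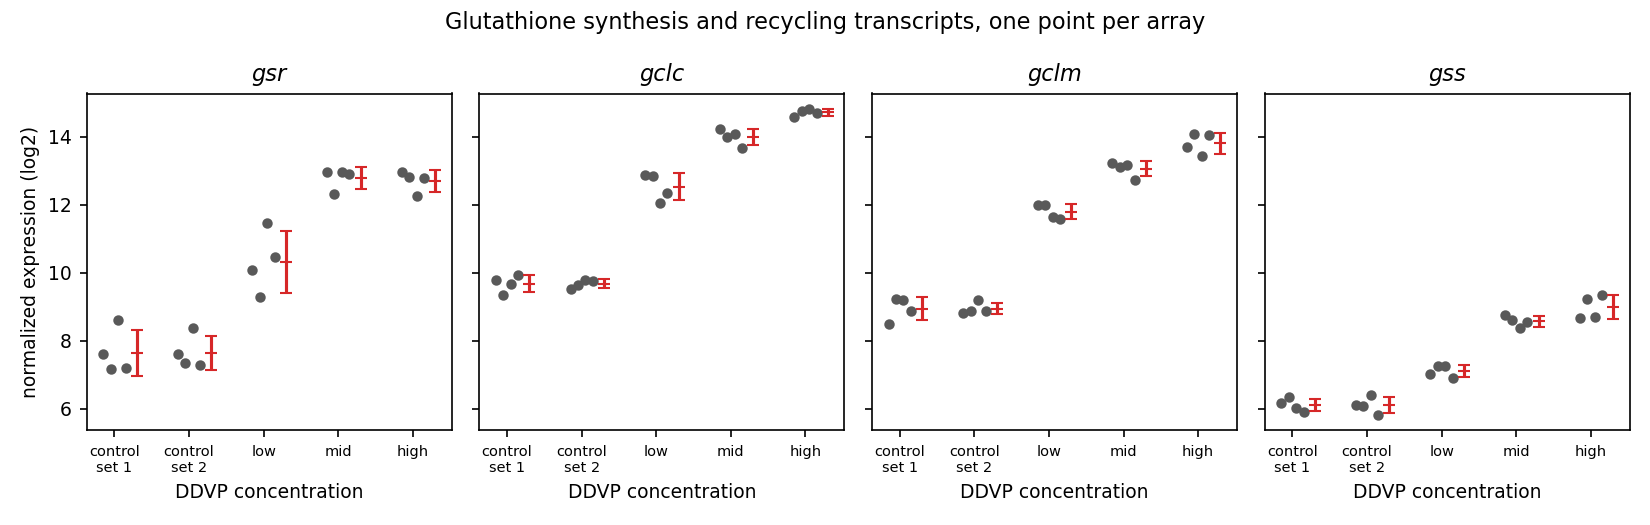
Log2 values of *gsr*, *gclc*, *gclm* and *gss* on each of the 20 DDVP arrays, with 8 controls and 4 arrays per concentration.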

Affected genes include glutathione reductase (*gsr*), glutathione synthetase (*gss*), and glutamate-cysteine ligase (*gclc*, *gclm*) as well as genes involved in metabolism of glutathione building blocks (glutamate, glycine and cysteine) (Fig. 3b). 

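Among enzymes that interconvert amino acids, *got1* changed by 2.87, 3.26 and 3.28 on the log2 scale (controls 10.30 ± 0.19, n = 8; high 13.58 ± 0.34, n = 4), *cth* by 2.03, 2.91 and 2.55, *gls2b* by 2.61, 1.98 and 1.56 and *cbsb* by 1.55, 1.59 and 1.53. For *got2b* the values were 0.59, 1.53 and 1.56, below the fold threshold at the low concentration. Adjusted p at the high concentration was between 4.1e-14 and 2.8e-06 for these 5 genes, and their exposed arrays all lay above the controls. Another *gls2b* probe gave 0.78, 1.62 and 1.47, with an adjusted p of 0.0037 at the low concentration, past neither threshold there. A further *gls2b* probe gave 2.35, 2.11 and 1.91. The paralog of *got2b*, *got2a*, rose at the low concentration and fell at the high. For *agxta* the change was 0.84, 0.81 and 0.87. It passed the fold threshold at the high concentration with all replicates, though not without replicate 3 or 4. At the low concentration *agxta* passed only without replicate 2 or 4 or with median-centred arrays, and at the mid only without replicate 4. Its paralog *agxtb* rose at the low concentration, though not past the threshold, and fell at the high, where the mean of its probes no longer passed the fold filter. Probes for *glula* and *glulb* are on the array and are not among the 5481.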

The levels of transcripts for enzymes essential for amino acid interconversions that contribute to glutathione biosynthesis were also upregulated, *got1* and *got2* (glutamine transamination), *cbs* and *cth* (serine to cysteine), *agxtl* (alanine to glycine), and *glulb*, *glul* and *gls2* (glutamine to glutamate). In contrast, transcripts for enzymes involved in the catabolism of GSH precursors were down-regulated: transcript levels for three of the four enzymes involved in the glycine cleavage system (*mthfd1*, *amt*, and *gcsh*) [48] were reduced. 

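Fold changes in this group were -1.22, -1.42 and -1.34 for *amt* (standard error 0.18, adjusted p at high 3.1e-07), -0.94, -1.78 and -2.51 for *gcshb* (0.20, 1.4e-10) and -0.60, -1.01 and -2.26 for *mthfd1b* (0.16, 1.1e-11). On the log2 scale *amt* fell from 10.19 ± 0.20 in the controls (n = 8) to 8.85 ± 0.37 at the high concentration (n = 4), *gcshb* from 15.05 ± 0.16 to 12.54 ± 0.63 and *mthfd1b* from 13.41 ± 0.22 to 11.14 ± 0.39. The change of *mthfd1b* was below the fold threshold at the low concentration and, without replicate 1, at the mid. For *gcshb* the low concentration missed the adjusted p of 0.001 with either control set alone, without moderation or without replicate 2 (adjusted p between 3.9e-05 and 0.00983 over its alternatives).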

Although we did not measure the concentration of glutathione in DDVP exposed fish, the pattern of gene expression described above argues that glutathione synthesis increases in response to DDVP [49] to protect cells from elevated levels of ROS [50, 51].

The enriched GO-terms, *detoxification and metabolism*, s*tress response*, and *ubiquitination*/*proteasomal degradation systems*, include genes whose function is consistent with mitigating increased ROS (Fig. 4). For instance, transcripts of thioredoxin (*txnrd1*) and peroxiredoxin 1 (*prdx6*), which are known to reduce peroxides via the thioredoxin system, were increased as were messages for monooxygenase cytochrome P450 (*cyp2v*) and glutathione *S*-transferase (*gstp1*). 

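The probe listed for *txnrd1* carries the accession of *txnrd3*, and it rose by 2.56, 3.40 and 3.46 on the log2 scale, from 11.96 ± 0.08 in the controls (n = 8) to 15.42 ± 0.13 at the high concentration (n = 4). Increases were 0.74, 1.67 and 1.68 for *prdx6*, 1.46, 1.27 and 0.95 for *cyp2v1*, which was largest at the low concentration, and 0.75, 0.94 and 0.96 for *gstp1.2*. Adjusted p lay, at the high concentration, between 1.2e-17 and 1.1e-06. At the low concentration *prdx6* and *gstp1.2* were under the fold threshold, though *prdx6* passed it without replicate 4 and *gstp1.2* without replicate 1. Leaving out replicate 2 took *cyp2v1* at the high concentration under that threshold, and leaving out replicate 3 took *gstp1.2* at the mid under it.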

Other Nrf2 responsive genes in the phase II detoxification and radical species processing pathways, including *cyp1a* (cytochrome P450 1A1) [52] and *ephx1* (microsomal epoxide hydrolase) [53], were also induced.

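For *cyp1a* the log2 values averaged 14.51 ± 0.16 in the controls (n = 8), 14.14 ± 0.30 at the low, 12.71 ± 0.89 at the mid and 11.59 ± 0.76 at the high concentration (n = 4 each). Its log2 fold changes were -0.36, -1.79 and -2.92 (standard error 0.29, adjusted p at high 4.3e-09), and its other probes gave -0.40, -2.71 and -3.53, and -0.44, -2.61 and -3.51. For *ephx1* they were -1.40, -2.81 and -3.59 (standard error 0.22, adjusted p at high 1.4e-12), from 12.15 ± 0.21 in the controls to 8.57 ± 0.69 at the high concentration, and its other probes gave -1.27, -2.85 and -3.63, and -1.17, -2.16 and -2.57. At the mid and high concentrations the exposed arrays lay below all 8 controls in the main probe of both genes, and no alternative changed a direction.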

**Fig. 4:**
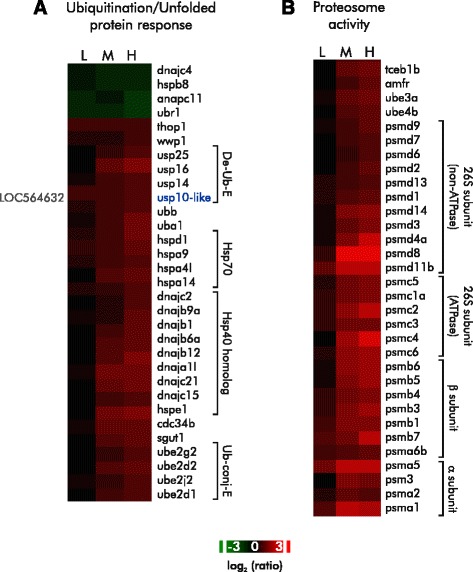
DDVP increases the expression of genes involved in ubiquitination, the unfolded protein response, and proteosome formation. Gene symbols are to the right. **a** The heatmap depicts the dose-dependent induction of genes involved in ubiquitination and the unfolded protein response. RefGene LOC564632 was tentatively identified as ubiquitin specific protease 10 **b**) The heatmap depicts the induction of genes for the components of the proteosome. Changes in gene expression are shown as the log_2_ ratio relative to control. L, M, and H indicate low, mid, and high exposure concentrations

DDVP exposure also affects other responses downstream of Nrf2, such as the ubiquitin-proteasome system and unfolded protein response (UPR) (Fig. 4; for more discussion of proteosomal response see the section DDVP and Autophagy below), which often work in tandem to repair and remove proteins that have been damaged and misfolded consequent to increased ROS [54–57]. 

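A list of ubiquitin conjugation enzymes and chaperones has 44 probes of 32 genes among the 5481. They rose in 41 of 44 at the low concentration and in all 44 at the mid and the high, with 6, 26 and 35 differentially expressed, none of them down. The median log2 fold change was 0.28, 0.92 and 1.20, and 43 of 44 probes changed more at the high than at the low concentration. The largest change was in *hsp70l* (1.95, 3.72 and 4.81) and the smallest at the high concentration in *cct6a* (0.25). With p adjusted over the list alone, 10, 43 and 43 probes passed 0.001.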

Here, induction of ubiquitin-UPR genes was clearly evident at the LC_20_ and LC_60_ levels (enrichment *p*-values: 3.51 × 10^−6^ and 6.91 × 10^−7^, respectively). The robust induction of these genes suggests that this system is active. 

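Proteasome subunits and assembly factors are covered by 40 probes of 34 genes. Of these 34, 39 and 39 rose, and 1, 34 and 38 were differentially expressed upward. The median log2 fold change was 0.22, 1.32 and 1.48, and 36 of the 40 probes rose at each step of concentration. At the high concentration the values ran from -1.70 for *psmb9a*, the immunoproteasome subunit that alone fell, to 2.63 for *psmc3*. Adjusted over the list alone, 8, 40 and 40 probes passed 0.001.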

Some of the well characterized genes induced include heat shock family members, the ubiquitin-conjugating enzymes, the adapter to E3 ubiquitin ligase, ubiquitin ligase E3 and the proteasome 26S, proteasome subunits of both non-ATPase and ATPase (PSM), UBC-a polyubiquitin precursor, UBA1-an enzyme essential to the first step of ubiquitin conjugation, and members of the ubiquitin E2 and E3 family.

Collectively, these observations support previous studies showing that DDVP induces ROS and activates Nrf2’s downstream effectors [10, 25, 42, 46]. The responses observed also argue for a potent anti-oxidant response involving the Nrf2 system including the thioredoxin and glutathione pathways, chaperones and stress responses, ubiquitination and proteasome degradation, and metabolic detoxification [49, 58, 59]

### DDVP and energy utilization

Functional analysis of the differentially expressed genes in exposed fish revealed enrichment of GO terms for carbohydrate and lipid metabolism (Additional file 3). When we mapped the behavior of the differentially expressed genes associated with these terms (Fig. 5a and b) to biochemical pathways, we found evidence of large perturbations in carbohydrate and fatty acid metabolism. Figure 6 illustrates how the observed alterations in gene expression are proposed to affect carbohydrate metabolism. The transcript data suggest that there is a shift of sugar metabolism into the pentose phosphate pathway, and a substantial reduction in both *β* -oxidation and fatty acid synthesis.

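Median log2 fold changes were 0.55, 1.16 and 1.23 over the 11 probes of the pentose phosphate list, -1.04, -2.23 and -2.58 over the 39 of the β-oxidation list and -0.95, -0.50 and -0.56 over the 13 of the fatty acid synthesis list. None of those 13 was matched to fatty acid synthase or acetyl-CoA carboxylase. At the mid and high concentrations their median falls on a probe that was not differentially expressed. In the pentose phosphate list 7 probes rose and 4 fell at each concentration, from -3.52 (*prpsap1*) to 4.93 (*pgd*) at the high. There 6 were differentially expressed upward and 3 downward, against 3 and 2 at the low concentration, and 9, 11 and 11 passed 0.001 adjusted over the list alone. From changes of this kind (Figs. 5 and 6) the paper proposes that sugars are turned toward the pentose phosphate pathway while fatty acids are made and oxidized less.

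**Figure D2:**
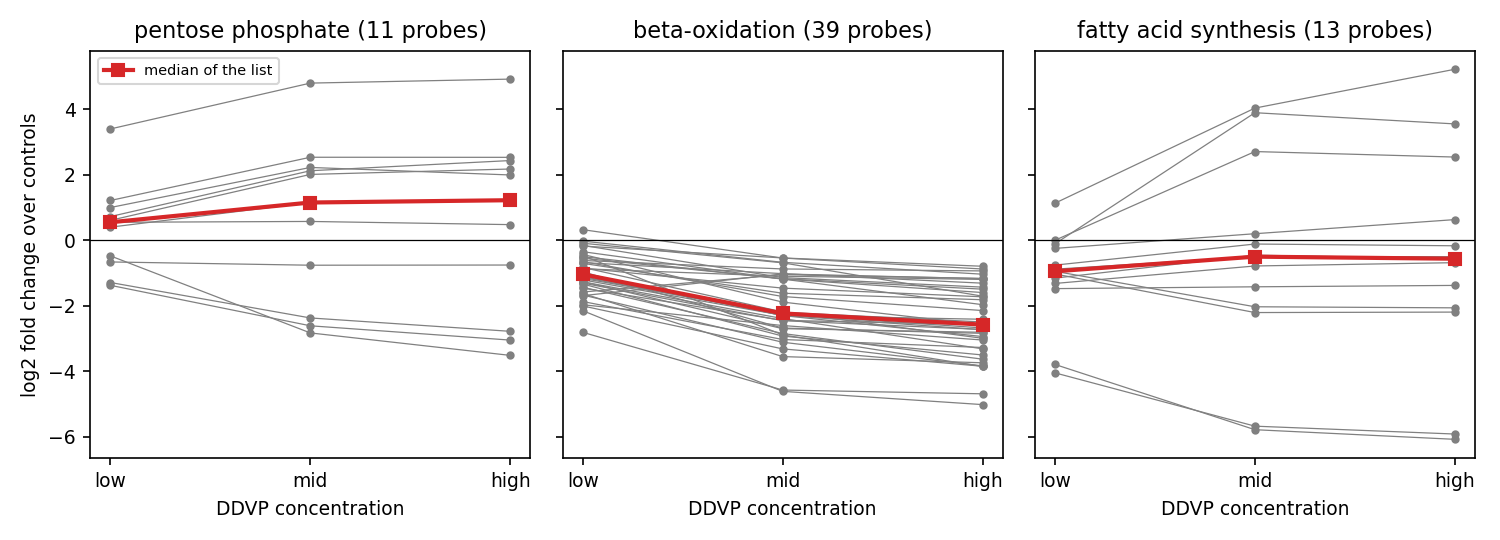
Log2 fold change of each probe of the pentose phosphate (11 probes), β-oxidation (39) and fatty acid synthesis (13) lists at the low, mid and high concentrations against the 8 controls, with the median of each list in red.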

**Fig. 5:**
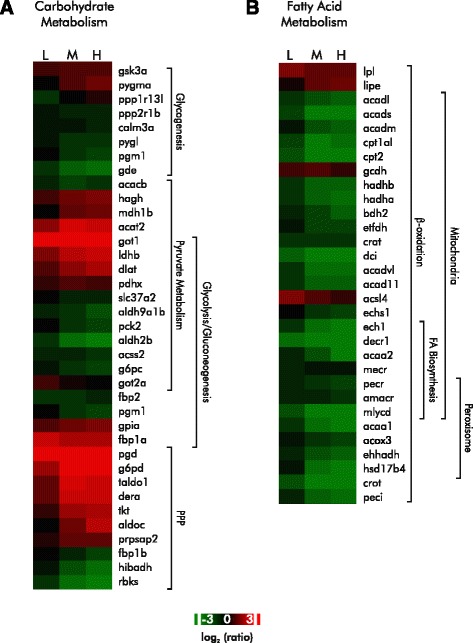
DDVP exposure alters expression of genes involved in carbohydrate and lipid metabolism. **a** Heatmap of the expression of genes involved in carbohydrate metabolism. **b** Heat map of the expression of genes involved in β-oxidation and fatty acid biosynthesis. Changes in gene expression are shown as the log_2_ ratio relative to control. Changes in gene expression are shown as the log_2_ ratio relative to control. L, M, and H indicate low, mid, and high exposure concentrations

**Fig. 6:**
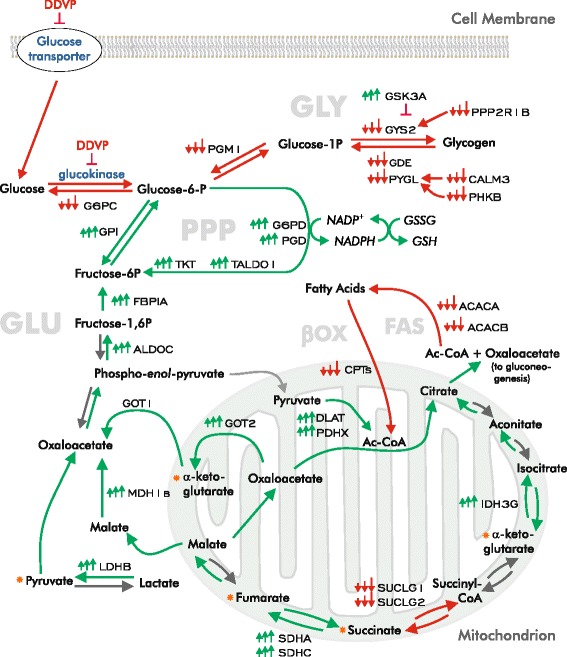
DDVP profoundly affects energy metabolism. The diagram illustrates the predicted effects of DDVP on carbohydrate metabolic processes. The effects of DDVP on glucokinase and the glucose transporter (shown in blue) are derived from the literature (see text). Clusters of small arrows adjacent to gene symbols (small caps) denote the direction of differential expression in exposed fish (red, down-regulation; green, up-regulation). Large arrows indicate the direction of biochemical processes or reactions. Green indicates a predicted increase, and red indicates a predicted decrease in the process. Gray arrows indicate no predicted change or an inability to predict a change. Proteins are shown in blue. Biological processes are labeled with large, pale gray capital letters. PPP: pentose phosphate pathway. βOX: βoxidation. FAS: fatty acid synthesis. GLU: gluconeogenesis. GLY: glycogenolysis/glycogen synthesis. Orange asterisks indicate points at which amino acids can enter carbohydrate metabolism by transamination. GSSG: oxidized glutathione. GSH: reduced glutathione. We excluded *fbp1b* from the metabolic map because its expression behavior appears to be confounded by high background transcription (data not shown)

#### The effects of DDVP on carbohydrate metabolism

DDVP exposure pervasively affected the expression of genes involved in glucose metabolism in the liver (Figs. 5a and 6). The alterations in gene expression we observed suggest that glycogen stores have been depleted and that extracellular sources of glucose are inadequate for hepatic needs. In response, the carbon flux is redirected into gluconeogenesis for energy and into the pentose phosphate pathway to generate reducing equivalents to mitigate oxidative stress. We observed a reduction in the levels of the transcripts for key enzymes involved in both glycogenolysis and glycogen synthesis. 

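Among the genes that the paper names for glycogen breakdown, *gde1* averaged 10.56 ± 0.25 on the log2 scale in the controls (n = 8). At the high concentration it averaged 7.72 ± 0.23 (n = 4). Its log2 fold changes were -1.42, -2.38 and -2.85. For *pgm1* they were -0.33, -1.32 and -1.85, for *phkb* -0.67, -1.27 and -1.60 and for *calm3a* -0.80, -0.65 and -1.11. Adjusted p at the high concentration was between 3.2e-13 and 1.0e-06, and all 4 genes were then differentially expressed, with exposed arrays below the controls. Of the 4, *gde1* alone passed both thresholds at the low concentration with all replicates, and *calm3a* passed them without replicate 4. No probe could be matched to *pygl* by name. The probe of *gde1* was matched by that symbol alone. Whether the symbol stands for glycogen debranching enzyme was not checked, so its fall may not bear on glycogen.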

Message levels for glycogen phosphorylase (*pygl*), glycogen debranching enzyme (*gde1*), and phosphoglucomutase (*pgm1*) were all reduced as were the glycogenolytic regulatory enzymes calmodulin 3 phosphorylase kinase (*calm3a*) and phosphorylase kinase (*phkb*). 

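The log2 fold changes were -0.49, -0.86 and -0.86 for *ppp2r1bb* (standard error 0.10, adjusted p at high 7.6e-08), 0.31, -0.23 and -1.45 for *gys2* (0.16, 2.6e-08) and 0.78, 1.04 and 1.10 for *gsk3ab* (0.12, 1.1e-08). Between the controls (n = 8) and the high concentration (n = 4) the means went from 12.57 ± 0.14 to 11.71 ± 0.09, from 12.01 ± 0.32 to 10.56 ± 0.31 and from 11.40 ± 0.18 to 12.50 ± 0.23. The change of *ppp2r1bb* lies close to the fold threshold, and leaving out replicate 1 or 2 at the mid, and leaving out 2 or 4 or centring arrays on their medians at the high concentration, took it below. At the mid concentration *gys2* did not differ from the controls past the threshold, and without replicate 1 its small decrease became an increase. The paralog *gsk3aa* is on the array and not among the 5481.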

The abundance of transcripts for protein phosphatase 2, regulatory subunit A-β (*ppp2r1b*) and glycogen synthase 2 (*gys2*), enzymes involved in glycogen synthesis, was reduced, while transcripts for the negative regulator, glycogen synthase kinase (*gsk3a*), increased in abundance. These observations are consistent with our histological data (Fig. 2) and are also consistent with previous reports that glycogen stores are reduced following exposure to DDVP and other organophosphorus pesticides [60, 61].

The abundance of transcripts for glycogenolytic enzymes was markedly reduced—presumably because of glycogen depletion. Yet glycogen phosphorylase enzymatic activity is acutely stimulated in DDVP-exposed rats [9, 62]. Since our analysis was performed 24 h after exposure began, the reduced transcript levels might be the result of a feedback response to the depletion of glycogen stores.

The presumptive reduction in glycogen synthesis may result from the direction of most, if not all, available glucose into the PPP at the expense of rebuilding glycogen stores. Glucokinase is known to be inhibited by DDVP [61] and there is some evidence that the activity of the glucose transporter is inhibited by DDVP [63], suggesting that gluconeogenesis is the main or a significant source of glucose.

Increased message levels for key enzymes involved in both *de novo* glucose synthesis and the PPP suggest that newly synthesized glucose is being directed to the PPP to fulfill the basic energy needs of the cell and provide reducing power for free radical removal and glutathione-mediated detoxification [46, 64, 65]. 

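On the log2 scale *tktb* rose from 11.24 ± 0.18 in the controls (n = 8) to 13.68 ± 0.22 at the high concentration (n = 4), with log2 fold changes of 0.73, 2.13 and 2.44. They were 1.00, 2.23 and 2.00 for *taldo1* and 3.19, 4.44 and 4.55 for *pgd*. Their adjusted p was between 7.4e-15 and 5.2e-12 at the high concentration. All were differentially expressed at all 3 concentrations except *tktb* at the low, where the change was below 1.8-fold, and in every comparison the exposed arrays lay above the controls.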

Consistent with an increased requirement for reducing equivalents in response to DDVP intoxication, increased transcription of messages for key PPP enzymes, including glucose-6-phosphate dehydrogenase (*g6pd*), transketolase (*tkt*), transaldolase (*taldo1*), and phosphogluconate 2-dehydrogenase (*pgd*) were observed (Figs. 5a and 6). Increased transcription for fructose-1-6-*bis*phosphatase (*fbp1a*), the rate-limiting enzyme in gluconeogenesis, is consistent with the prediction that glucose is being supplied to the PPP by *de novo* synthesis.

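For *fbp1a* the values of the 2 probes were 2.57, 2.39 and 2.21 (standard error 0.12, adjusted p at high 2.3e-13) and 2.51, 2.18 and 2.12, both largest at the low concentration. The first averaged 11.01 ± 0.24 in the controls (n = 8) and 13.58 ± 0.06 at the low concentration (n = 4). The paralog *fbp1b* changed by -0.02, -0.92 and -1.50 (adjusted p at high 1.3e-08). Its decrease at the mid concentration fell under the fold threshold without replicate 1, and its value near 0 at the low concentration changed sign without replicate 2 or with median-centred arrays.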

DDVP also affects the abundance of transcripts for key players in the malate/aspartate shuttle (the glutamic-oxaloacetic transaminases *got1* and *got2a*, and malate dehydrogenase 1b, *mdh1b*) which provides gluconeogenic precursors as well as transferring reducing equivalents between the cytoplasm and mitochondrion for electron transport, oxidative stress defense, and efficient utilization of lactate in the liver [66, 67]. 

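The log2 fold changes of *got2a* were 0.87, 0.31 and -0.33 in the probe with the higher mean (standard error 0.13) and 1.01, -0.16 and -0.56 in the other. Its adjusted p was 3.9e-06 at the low, 0.0245 at the mid and 0.0169 at the high concentration, and the increase at the low concentration passed the 1.8-fold threshold except without replicate 3. The means were 13.91 ± 0.10 in the controls (n = 8), 14.78 ± 0.06 at the low and 13.57 ± 0.35 at the high concentration (n = 4 each). A probe for *mdh1b* is on the array and is not among the 5481.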

Increases in the transcript levels of these enzymes may provide a counterbalance to both an accumulation of circulating lactic acid following DDVP exposure [9, 68] via the Cori cycle. The observed increased transcript levels of the dihydrolipoyl transacetylase and pyruvate dehydrogenase (*dlat* and *pdhxp*) subunits of pyruvate dehydrogenase and lactate dehydrogenase B4 (*ldhbl*) are consistent with this conjecture.

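Fold changes were 1.02, 1.71 and 2.09 for *dlat*, from 7.90 ± 0.32 in the controls (n = 8) to 9.99 ± 0.16 at the high concentration (n = 4), and 0.64, 0.94 and 0.81 for *pdhx*. The name *ldhbl* matches 2 genes, *ldhba* with 1.32, 1.94 and 2.27 and *ldhbb* with -0.32, -1.58 and -1.87. Adjusted p at the high concentration was 8.1e-11 for *dlat*, 6.7e-06 for *pdhx*, 2.2e-08 for *ldhba* and 1.2e-09 for *ldhbb*. The change of *pdhx* passed the fold threshold at the mid concentration (not without replicate 2) and at the high only without replicate 1. Leaving out replicate 1 took *dlat*, and replicate 2 *ldhba*, below the thresholds at the low concentration.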

The pattern of transcriptional expression of key tricarboxylic acid (TCA) cycle enzymes also suggests a shift toward gluconeogenesis as indicated in other studies [69]. 

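Among enzymes of the citric acid cycle *suclg1* changed by -0.59, -0.94 and -1.13 (standard error 0.12, adjusted p at high 1.5e-08), *sdha* by 0.04, 0.52 and 0.98 (0.11, 2.6e-08) and *sdhc* by 0.15, 1.04 and 1.44 (0.09, 5.2e-12) on the log2 scale. The means were 14.60 ± 0.15 in the controls (n = 8) and 13.46 ± 0.31 at the high concentration (n = 4) for *suclg1*, 13.02 ± 0.19 and 14.00 ± 0.13 for *sdha*, and 13.17 ± 0.10 and 14.61 ± 0.04 for *sdhc*. None of the 3 passed the fold threshold at the low concentration. Second probes for *sdha* and *sdhc* gave 0.98 and 1.56 at the high concentration. The names *suclg2* and *idh3g* could not be matched to a probe.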

The reduction of transcript abundances for succinate-CoA ligase, GDP-forming α and β subunits (*suclg1* and *suclg2*) and the increase of isocitrate dehydrogenase 3γ (NAD+) (*idh3g*) and succinate dehydrogenase complex (*sdha* and *sdhc*)] suggest that the TCA cycle is shifted toward the accumulation of citrate and oxaloacetate. Since citrate induces inhibitory feedback against phosphofructokinase (PFK1), the rate-limiting enzyme in glycolysis, gluconeogenesis likely predominates under these conditions. Consistent with this scenario, others have demonstrated that PFK1 activity is repressed by DDVP [9]. Increased fructose bis-phosphatase 1 (*fbp1a*) mRNA levels were observed upon DDVP exposure. Together, these results suggest that DDVP exposure modulates carbohydrate metabolism to generate reducing equivalents from *de novo* synthesized glucose through the PPP in response to oxidative stress. These changes in message abundance are also consistent with previously observed DDVP exposure effects on glucose metabolism in other models [9, 63, 70].

#### The effects of DDVP on lipid metabolism

DDVP exposure induced a general perturbation of fatty acid metabolism as reflected in the down-regulation of transcripts associated with the GO terms, *β*-*oxidation*, *fatty acid synthesis*, *fatty acid modification*, *moiety attachment to transport*, and *PPAR signaling* (Additional file 3, Functional analysis of differentially expressed genes). Down-regulation of fatty acid synthesis is consistent with our presumption that the availability of exogenous and stored carbohydrates is limited. Indeed, transcript levels for enzymes involved in fatty acid synthesis and elongation were reduced, suggesting that this process was restricted (Fig. 5b). 

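The fatty acid synthesis and elongation list has probes of *elovl1a*, *elovl2*, *elovl5*, *elovl6*, *hsd17b12a*, *hsd17b12b*, *mcat*, *mecr* and *scd*. It has none of fatty acid synthase or acetyl-CoA carboxylase, so it does not cover those enzymes. In this list 2 of 13 probes rose and 11 fell at the low concentration, and 4 rose and 9 fell at the mid and the high. Differentially expressed were 8 down and none up at the low, and 3 up and 5 down at the mid and likewise at the high concentration. Adjusted over the list alone, 9, 10 and 10 probes passed 0.001. The largest decrease was in *elovl6* (-3.79, -5.79 and -6.08, from 13.87 ± 0.35 in the controls, n = 8, to 7.79 ± 0.42 at the high concentration, n = 4, adjusted p 2.0e-15). The differentially expressed increases at the mid and high concentrations were in *hsd17b12a* (1.14, 4.04 and 5.23, adjusted p at high 2.8e-11) and in *scd*, with -0.11, 3.90 and 3.56 in 1 probe and 0.00, 2.71 and 2.55 in the other. Without replicate 2 the change of *scd* at the low concentration was positive, and without replicate 3 the increase of *hsd17b12a* at the low concentration passed both thresholds.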

We expected to find evidence of a shift in energy metabolism toward β-oxidation, and in fact, up-regulation of genes involved in processing and transporting fatty acids and derivatives (acyl-CoA synthetase long-chain family member 4 [*acsl4*], hormone-sensitive lipase [*lipe*], and lipoprotein lipase [*lpl*]) (Fig. 5b) was observed. But contrary to expectation, the abundance of transcripts for virtually every step of the β-oxidation of fatty acids was down-regulated in the mitochondrial and the peroxisomal compartments.

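For *acsl4a* the log2 fold changes were 1.68, 1.01 and 0.61, with an adjusted p of 4.8e-08, 1.5e-05 and 0.00224, so that the change was largest at the low concentration and not past the threshold at the high. At the mid concentration it fell under 1.8-fold without replicate 1. For *lpla* they were 1.29, 1.23 and 1.00 (adjusted p at high 2.9e-09), with 1.65, 1.31 and 1.19 in a second probe. On the log2 scale *acsl4a* averaged 13.43 ± 0.35 in the controls (n = 8) and 15.11 ± 0.20 at the low concentration (n = 4), and *lpla* 12.71 ± 0.14 and 14.00 ± 0.06. No probe could be matched to *lipe* by name.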

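The β-oxidation list holds 39 probes of 31 genes, mitochondrial and peroxisomal. Of these 38 fell at the low concentration and all 39 at the mid and the high, and 24, 35 and 38 were differentially expressed, all down. At the low concentration the values ran from -2.81 (*decr1*) to 0.33 (*acat1*), and at the high from -5.02 (*crot*) to -0.79 (*etfa*). In 37 of the 39 the value fell at each step of concentration. Adjusted over the list alone, 29, 39 and 39 passed 0.001. For *hadhaa* the log2 fold changes were -1.62, -3.55 and -3.74 (standard error 0.16, adjusted p at high 4.1e-15).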

A complete rationale for this marked reduction in message levels is not entirely evident and could be a consequence of any or all of the following mechanisms: a response to elevated levels of ROS; the result of mitochondrial damage; an increase in transcripts of negative regulators of β-oxidation; or inhibitory feedback by increased intracellular citrate. In support of a role for Nrf2, genes involved in both fatty-acid synthesis and β-oxidation are repressed in the KEAP-HKO mouse [46] (Fig. 3a). As expected from the overlap of differentially expressed genes in the knockout animal and the DDVP-exposed fish, a similar group of pathways is also enriched in the mouse knock-out experiment and in our study.

### Autophagy and apoptosis

#### DDVP exposure induces the expression of autophagy essential genes

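The autophagy list has 16 probes of 10 genes among the 5481. At each concentration 15 rose and 1 fell, and 10 at the low, 9 at the mid and 9 at the high concentration were differentially expressed upward. The median log2 fold change was 0.97, 0.91 and 1.01, and the value was higher at the high than at the low concentration in 9 probes and lower in 7. At the high concentration values ran from -1.46 (*wdr45b*) to 2.52 (*atg4b*), and at the low the largest was 1.88 (*atg14*). Adjusted over the list alone, 13, 10 and 13 probes passed 0.001.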

Functional enrichment analysis of differentially expressed genes suggests that DDVP exposure induces autophagy (enrichment *p*-values: 2.52 × 10^−7^ [low], 9.54 × 10^−3^ [mid], 3.00 × 10^−2^ [high]), and the expression levels of genes critical for autophagy increase modestly with increasing concentrations of DDVP (Fig. 7), including the core autophagy machinery genes and autophagy ancillary factors (Fig. 7). 

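At the low concentration the log2 fold change was 1.10 for *pik3cg* (adjusted p 4.2e-06), 1.34 for *map1lc3a* (8.4e-08), 0.82 for *map1lc3b* (1.1e-05) and 1.01 for *atg4b* (1.5e-06), and the 4 exposed arrays lay above all 8 controls in each. Of these *map1lc3b* was below the fold threshold, which it passed without replicate 3 or 4, with median-centred arrays or as the mean of its probes. At the mid and high concentrations *pik3cg* changed by 0.41 and -0.09 (positive at the high without replicate 3), *map1lc3a* by 0.54 and 0.37, *map1lc3b* by 0.47 and 1.01 and *atg4b* by 1.87 and 2.52. The control means were 10.50 ± 0.29, 12.80 ± 0.20, 11.92 ± 0.18 and 9.79 ± 0.09 in that order (n = 8). No probe was matched to *atg12*, and *gopc* is on the array and not among the 5481.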

Even at the lowest concentration of DDVP, there was an increase in abundance of transcripts for the core autophagy enzymes including p110γ (*pi3kcg*), microtubule-associated proteins 1A/1B light chain (*map1lc3a* and *map1lc3b*), autophagy related cysteine proteases (*atg4b*, *atg12*) and the Golgi-associated PDZ scaffold protein C (*gopc*). Moreover, the levels of mRNA for enzymes crucial to the maturation of autophagolysosomes such as *wdr45*, *wdr45l*, *lamp*-*2*, *gabarap*, *gabarapl2*, *tm9sf1*, and *rab1a* were increased.

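Log2 fold changes were 1.12, 1.08 and 0.78 for *wdr45*, 1.07, 1.46 and 1.74 for *lamp2*, 0.93, 0.96 and 0.81 for *gabarapl2*, 0.55, 1.09 and 1.29 for *tm9sf1* and 0.46, 0.94 and 0.95 for *rab1ab*. For *wdr45b*, the current symbol of *wdr45l*, they were -0.70, -1.54 and -1.46, with means of 9.20 ± 0.29 in the controls (n = 8) and 7.75 ± 0.24 at the high concentration (n = 4). For the 6 genes adjusted p at the high concentration was between 1.4e-10 and 2.0e-06. The changes of *wdr45* and *gabarapl2* at the high and of *tm9sf1*, *rab1ab* and *wdr45b* at the low concentration were not past both thresholds. Leaving out replicate 1 at the high concentration brought *wdr45*, and replicate 2 *gabarapl2*, past them. Leaving out replicate 1 took *gabarapl2* at the low and *rab1ab* at the mid, and replicate 4 *rab1ab* at the high, under 1.8-fold, as did the mean of its 3 probes for *lamp2* at the low. No probe was matched to *gabarap*.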

**Fig. 7:**
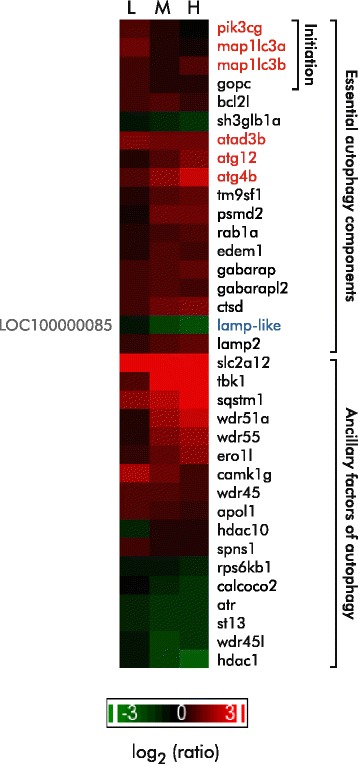
DDVP-dependent alterations in the abundance of transcripts involved in autophagy. The heatmap depicts the dose-dependent alterations in the abundance of genes involved in autophagy. The gene symbols for core autophagy machinery genes are shown in red. RefGene LOC100000085 was tentatively identified as a *lamp*-like gene. Changes in gene expression are shown as the log_2_ ratio relative to control. L, M, and H indicate low, mid, and high exposure concentrations

In addition to transcripts encoding molecules classically involved in autophagy, we observed altered message levels for a number of ancillary factors of autophagy identified in a yeast two hybrid screen [71] (Fig. 7). These proteins are involved in a number of biological processes associated with autophagy including ubiquitination, lipid/fatty acid transport, and apoptosis.

The driving force behind the induction of autophagy in this experiment is uncertain. Autophagy is characterized by the sequestration of long-lived proteins, oxidized lipids, and supernumerary or damaged organelles to vacuoles with subsequent catabolism [72, 73]. However, in recent years, it has become clear that autophagy not only provides cytoprotection from damaged cellular components but also access to an internal reservoir of molecules for biosynthesis and energy generation during nutrient restriction [74]. We noted earlier that there was strong induction of the UPR, and it now clear that proteosomal activity is also integrated with autophagy and provides a significant contribution to proteostasis under some conditions [75, 76].

The alterations in the expression of genes involved in energy metabolism that we discussed above suggest that exposed fish may be deriving their energy from catabolism of preformed cellular constituents since other sources of energy are not available. Potential entry points for amino acids into gluconeogenesis are indicated by asterisks in Fig. 6. Alternatively, or in addition, the autophagic and proteosomal responses may be directed at clearing cellular components damaged by ROS and preventing toxicity arising from the accumulation of damaged organelles [75–78].

#### DDVP exposure and the expression of apoptosis-related genes

Gene ontology enrichment analysis indicated that genes associated with the term *apoptosis* occurred more frequently than expected by chance (enrichment *p*-values: 7.48 × 10^−1^ [low], 7.55 × 10^−8^ [mid], 3.31 × 10^−4^ [high]), and DDVP has been shown to induce apoptosis in neuronal cells because of impaired mitochondrial bioenergetics [42]. However, we found no histological evidence of apoptosis in the liver. The expression pattern of the enriched genes was complex. For example, both concentration dependent down-regulation of mRNA levels of anti-apoptotic components (*bcl2*, *bcl2l*, and *mcl1a*) and up-regulation of the pro-apoptosis components of the intrinsic pathway (*bax*, *apaf1*, and *casp9*) were observed. On the other hand, transcripts of the tumor necrosis factor receptor superfamily member 14 (*tnfrsf14*) and TNF-α (*tnfa*) mRNA of the extrinsic pathway were both down-regulated. 

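Of the anti-apoptotic genes *bcl2a* changed by -0.55, -1.28 and -1.45 (standard error 0.16, adjusted p at high 1.6e-08), *bcl2l1* by 0.91, 0.96 and 0.69 (0.14, 8.0e-05) and *mcl1a* by 1.95, 1.56 and 1.05 (0.16, 1.8e-06) on the log2 scale. At the high concentration (n = 4) the means were 6.92 ± 0.15, 10.42 ± 0.06 and 14.32 ± 0.24, against 8.37 ± 0.35, 9.73 ± 0.26 and 13.27 ± 0.29 in the controls (n = 8). The change of *bcl2l1* was under 1.8-fold at the high concentration and, without replicate 1, at the low.

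Of the pro-apoptotic genes *baxa* changed by 1.33, 2.49 and 3.41 (adjusted p at high 5.9e-11) and *casp9* by 2.28, 2.70 and 3.45 (2.3e-08), from 11.48 ± 0.53 and 7.62 ± 0.35 in the controls to 14.89 ± 0.48 and 11.07 ± 0.73 at the high concentration. At the low concentration *baxa* missed the adjusted p of 0.001 without replicate 1 or 4 (adjusted p between 6.4e-06 and 0.00170 over its alternatives). Probes for *apaf1* and *baxb* are on the array and not among the 5481.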

Interestingly, the *tnfrsf6b* mRNA level was also induced by DDVP exposure. In tumor cells its expression is negatively correlated with apoptosis [79]. Based on the evidence in hand, we propose that cellular stress related to ROS generation may have primed apoptotic pathways, but that the cells of the liver have not yet committed to cell death.

### Role of nutrient deprivation in the response to DDVP

We observed aberrant locomotion and accumulation of food in the tanks of animals exposed to the mid and high concentrations of DDVP, raising the possibility that the exposed fish fed poorly and experienced nutrient restriction. We also observed depletion of zymogen granules in the pancreata of exposed fish which might have impaired digestion (Table 1). When Drew and colleagues [80] deprived female zebrafish of food for 21 days and examined gene expression in the livers of the fish in a microarray experiment, they observed that the starved fish showed patterns of gene expression related to ROS responses and energy metabolism similar to those that we observed in DDVP exposed fish. They also observed down-regulation of transcripts for proteins involved in both fatty acid synthesis and β-oxidation.

To clarify whether nutrient deprivation was important for the effects of DDVP exposure in our experiments, we tested the effect of limiting feeding on gene expression. In our usual experimental design, on the day that the exposure begins, fish are fed once before the exposure begins and then again several hours later. Control fish are fed at the same times. Twenty-four hours after the beginning of the exposure the fish are harvested. If DDVP affects feeding by the fish and/or adversely affects nutrient processing, then the fish may not derive the full nutritional benefit of feeding during the experiment. Therefore, we tested the effect of three feeding protocols on gene expression. We used 20 fish in each condition. In the control condition, fish were fed throughout the experiment, and the final feeding occurred 4 h before harvest. In a condition designed to evaluate the effect of the fish entirely missing feeding because of the effects of DDVP, normally scheduled feedings were omitted, resulting in an approximately 29 h period before harvest in which the fish received no food. In the third condition, the fish were not fed for approximately 50 h in an effort to account for possible synergism between the effects of DDVP exposure and nutrient deprivation. 

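Liver RNA pools from these fish were hybridized to single-colour arrays of the same design, 4 arrays for each of fed 4 h before harvest, unfed 29 h and unfed 50 h, spread over 3 slides. The sample labels give 0, 24 and 50 h for the 3 groups. The authors scanned them with an Agilent scanner, and the deposited Feature Extraction files hold the signal of every spot, with 43803 spots that are not controls. The median spot signal was 46 to 59 intensity units per array over a local background of 38 to 52, so that much of the array lies near background. Between 15659 and 18013 spots per array reached a signal to noise ratio of 3, and the scanner software called 48.9 to 56.7% well above background and 0 saturated.

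From these files the median spot signal was quantile normalized without background subtraction and taken to log2, and spots that the software marks as outliers were left out. A probe was kept when all 4 arrays of at least 1 group reached a signal to noise ratio of 3, taken as the median signal minus the median local background over the SD of that background. This left 16082 different probes, 5209 of them among the 5481 of the deposited table. The groups were compared in limma at an adjusted p of 0.001 with no fold filter. Arrays of the groups share slides unevenly, and the slide was a block in 1 alternative. Arrays were also simulated from the mean and replicate SD of each probe, with independent noise. Changes added to them were recovered in 60 of 200 probes for a log2 change of 1 and in 175 of 200 for a change of 2. There were 0 false calls in either case, which does not cover structure shared between probes of the real arrays.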

We prepared microarrays from the experimental fish and analyzed them together with the original DDVP exposure data. Using the set of 18,658 expressed genes from the DDVP analysis, we identified 5481 differentially expressed genes with an FDR ≤ .001 in a two-way ANOVA (batch, and exposure, including the DDVP and nutrient deprivation conditions). We did not filter based on fold change in this comparison.

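Of the 16082 probes, 1 passed an adjusted p of 0.001 between unfed 29 h and fed 4 h (down), 3 between unfed 50 h and fed 4 h (2 up, 1 down) and 0 between unfed 50 h and unfed 29 h. At an unadjusted p of 0.05 limma gave 3728, 3881 and 1009 probes. At an adjusted p of 0.05 it gave 924 (345 up, 579 down), 965 (515 up, 450 down) and 1, the alternative that moved the counts most, and 499 probes were in both lists of changes against fed fish. The root mean square log2 fold change over the 16082 probes was 0.413, 0.446 and 0.262, and the median -0.02, -0.06 and -0.01. With the scanner's processed signal scaled to the 75th percentile of each array the medians against fed fish were -0.10 and -0.14, and single changes are read against that shift.

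Probes past the stricter threshold were the 2 of *hamp* at 50 h and an unnamed probe, A_15_P115094, at both times, which lies outside the rule for naming genes and was chosen after its values were seen. On the log2 scale (n = 4 per group) the first *hamp* probe averaged 9.27 ± 0.54 in fed fish, 12.36 ± 0.47 at 29 h and 13.16 ± 0.55 at 50 h (change 3.89, standard error 0.33, adjusted p 5e-04 at 50 h and 0.00203 at 29 h). The second averaged 9.54 ± 0.63, 12.63 ± 0.36 and 13.35 ± 0.58 (3.81 at 50 h, adjusted p 5.7e-04). A_15_P115094 averaged 17.87 ± 0.07, 14.96 ± 0.48 and 14.09 ± 0.31, with an adjusted p of 2.8e-04 at 29 h and 1.4e-05 at 50 h. In all 3 probes the 4 fed arrays did not overlap the 8 unfed ones. Leaving out any single replicate took the count at 29 h to 0 and that at 50 h to between 0 and 2, and the adjusted p of the *hamp* probes at 50 h ranged from 8.1e-05 to 0.0300 over the alternatives.

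**Figure D3:**
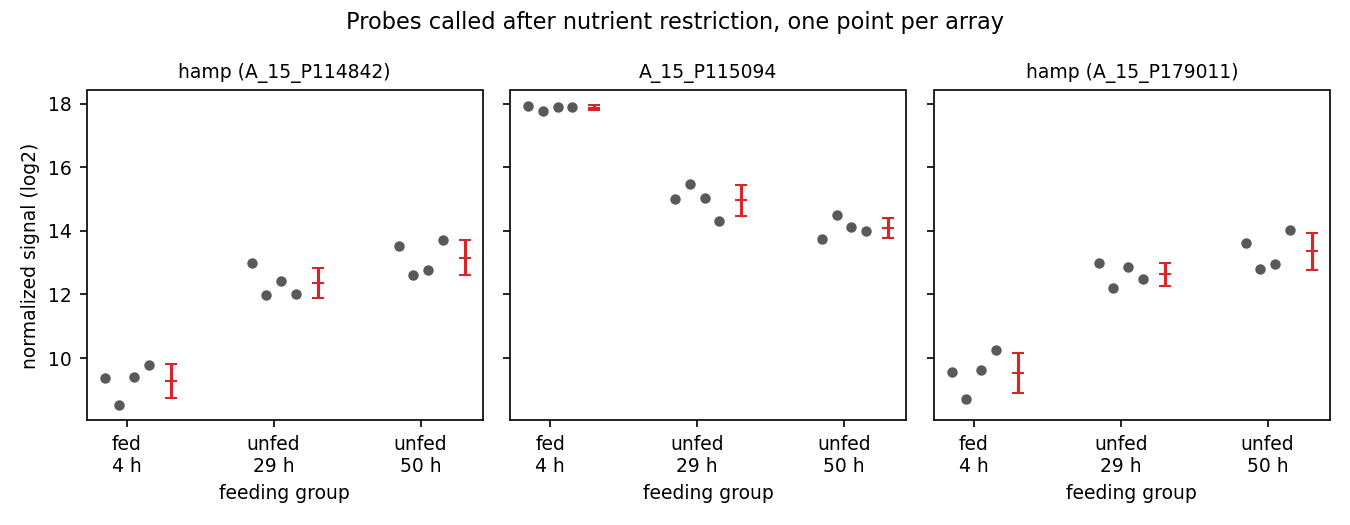
Log2 signal of both *hamp* probes and of the unnamed probe A_15_P115094 on each of the 12 nutrient restriction arrays, with mean ± SD per group (n = 4).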

No large differences in gene expression between the unexposed control fish from the DDVP arm of the experiment and the nutrient deprived fish were obvious (Fig. 8a and b). 

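In the deposited table the means of the unfed 29 h group and of the DDVP controls differed by at most 1e-04 in each of the 5481 probes, where the spread between replicates puts 28.5 probes within 0.001 (median standard error of the difference 0.17). Its nutrient restriction values equal the quantile-normalized log2 processed signal of the scanner files plus 1 constant per probe, to within an SD of 0.00108. The distance between these groups is therefore fixed in the table and cannot be measured from it, as the joint comparison took out a batch difference. From the control mean the root mean square log2 difference was 0.284 for unfed 50 h and 0.521 for fed fish, with 81 and 393 probes beyond 1.8-fold. For the low, mid and high concentrations 1765, 3446 and 4104 probes were beyond 1.8-fold of the controls, and pairs of replicates within a group were on average 0.421 to 0.460 apart. With the fed group placed on the controls instead, a choice made after the data were seen, unfed 29 h lay 0.521 and unfed 50 h 0.557 away, with 393 and 416 probes beyond 1.8-fold.

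**Figure D4:**
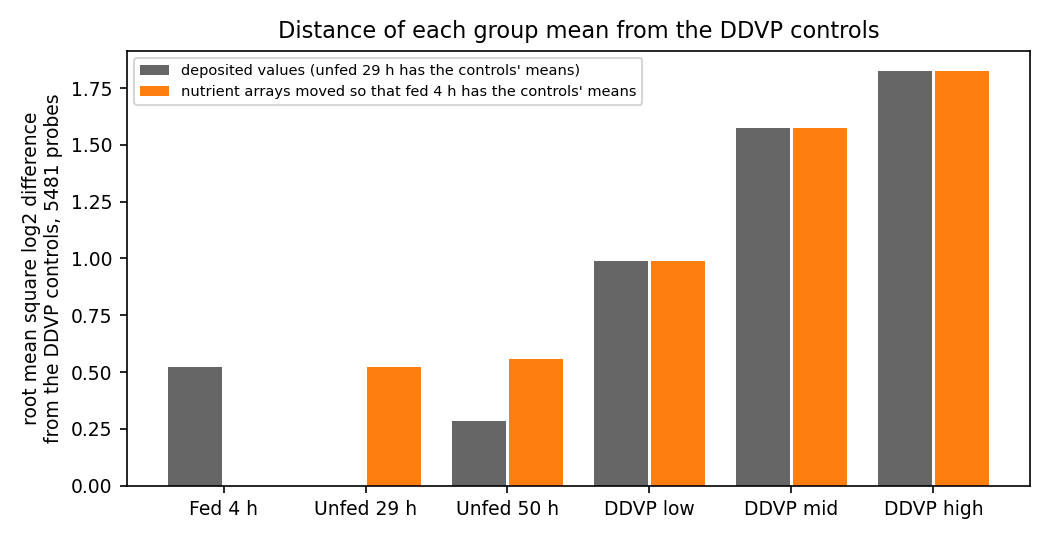
Root mean square log2 distance of each group from the DDVP controls over 5481 probes, in the deposited values and after the fed group was placed on the controls.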

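Principal components of the 32 arrays over the 5481 probes, centred and not scaled, gave 79.1% of the variance to the first and 6.23% to the second. With each probe scaled to unit SD the shares were 68.0 and 9.88%, the largest shift of the first share. Scores on the first component were -38.7 ± 4.83 in the DDVP controls (mean ± SD, n = 8) and, with n = 4 each, -43.7 ± 4.43 in fed fish, -38.7 ± 6.13 at 29 h, -36.2 ± 2.23 at 50 h, and 24.7 ± 8.91, 76.6 ± 9.49 and 94.8 ± 5.99 at the low, mid and high concentrations. On the second they were 2.71 ± 2.47, -23.5 ± 1.39, 2.71 ± 2.23, -0.140 ± 3.13, 32.1 ± 1.09, -2.01 ± 1.64 and -14.5 ± 1.08 in that order. Fed and unfed fish (n = 4 and 8) differed with an exact two-sided permutation p of 0.0505 on the first component and 0.00202 on the second, the smallest that these group sizes can give. The 5481 probes were picked for differences between groups that include these, so that part of the separation is built in.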

Although the fed fish form a distinct cluster in the principal components plots, they are clearly more similar to the DDVP exposure controls and nutrient deprived fish than to the DDVP exposed ones. To confirm this conclusion, we directly compared the expression of a subset of the genes across the nutrient deprivation and DDVP experiments using the QuantiGene® multiplex gene expression assay platform (Additional file 4). We selected genes involved in the ROS response, autophagy, and carbohydrate and fatty acid metabolism. Only minimal differences were observed between the control animals and the nutrient deprived ones, and DDVP exposure produced distinct responses. 

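In the scanner values of the nutrient restriction arrays, median log2 fold changes at 29 and 50 h against fed fish were 0.00 and -0.06 for the glutathione list, -0.17 and -0.26 for the pentose phosphate list, -0.11 and -0.14 for β-oxidation, -0.36 and -0.50 for fatty acid synthesis, -0.15 and -0.05 for the proteasome and -0.03 and -0.10 for autophagy (32, 14, 41, 24, 53 and 33 probes). By camera, which compares a list with all other probes, the pentose phosphate list fell at both times (adjusted p 0.0254 and 0.0150, 12 of 14 probes down each time) and the proteasome list at 29 h (0.00514, 39 of 53 down). These calls also passed 0.05 by fry, which tests a list by itself. Adjusted p by camera was 0.117 and 0.0532 for fatty acid synthesis, 0.106 and 0.0948 for β-oxidation, 0.907 and 0.666 for glutathione, 0.401 and 0.188 for autophagy and 0.666 for the proteasome at 50 h. Adjusted over each list alone, 1 probe of the pentose phosphate and 1 of the fatty acid synthesis list passed 0.001 at 50 h.

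For *got1* the log2 fold change at 50 h was -0.86 (adjusted p 0.00838). Changes at 29 and 50 h were -0.87 and -0.94 for *tktb* (adjusted p 0.0101 and 0.00710), 1.32 and 1.39 for *gls2b* (0.0177 and 0.0147) and -3.76 and -3.71 for *scd* (0.0264 and 0.0265), and none of the 4 genes passed 0.001. In the other *tktb* probes the changes were -0.77 and -0.90 (0.0354 and 0.0191), and -0.07 and -0.17 (0.694 and 0.295). For *gsr* they were 0.68 and 0.92 (adjusted p 0.464 at 29 h and past 0.05 at neither time), with 0.09 and 0.18, 0.12 and 0.49, and 0.03 and 0.22 in its other 3 probes, for *gclc* 0.17 and 0.24 (0.437 and 0.244) and for *gclm* 0.14 and 0.41 (0.678 and 0.170).

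Over the 5481 probes of the deposited table, the effect of the high concentration (against 8 controls) differed from that of 50 h without food (against fed fish) in 4185 probes, 2397 larger and 1788 smaller under DDVP, at an adjusted p of 0.001 in limma. That count was between 3441 and 3641 without single replicates. Across probes the effects correlated with 0.20, 0.13 and 0.11 at the low, mid and high concentrations. The changes had the same sign in 54.7, 50.1 and 50.3% of the 5481 probes. Of those beyond 1.8-fold in both, 119 of 143, 171 of 216 and 178 of 232 went the same way. The references of these effects were not fed alike. By the paper's account the DDVP controls last ate several hours into the 24 h exposure, and the fed group 4 h before harvest. The effect of food therefore includes any response to a recent meal, and the comparison does not isolate reduced feeding.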

We conclude that nutrient deprivation does not play a large role in the alterations in gene expression we observed in DDVP exposed fish.

**Fig. 8:**
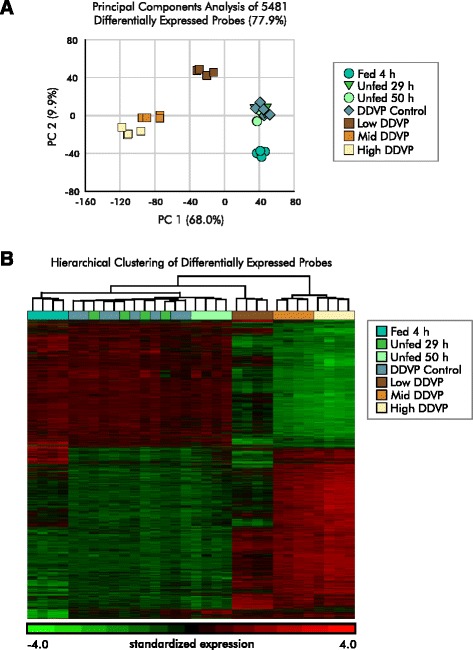
Effects of DDVP on liver gene expression are distinct from the effects of nutrient restriction. The batch effect due to different experimental dates for DDVP exposure and nutrient deprivation was removed using the batch effect removal tool in Partek Genomics Suite before plotting and clustering. **a** Principal components analysis (PCA) of 5481 genes differentially expressed in the livers of nutrient restricted or DDVP-exposed fish in comparison with DDVP exposure experiment controls (see text). Nutrient deprived fish form a tight cluster with controls from the DDVP exposure experiment that is well separated from DDVP-exposed fish. The percentage of variance explained by the PCA is shown in parenthesis. **b** Heat map of the expression levels of the 5481 differentially expressed genes in DDVP-exposed and nutrient deprived fish. Rows are individual genes and columns are pools of 4–5 animals. Expression levels for each gene were standardized to a mean of zero and a standard deviation of one

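Over the 5481 probes the lowest score on the first component among the 12 DDVP-exposed arrays was 14.9, and the highest among the 8 controls and 12 nutrient restriction arrays was -29.7. On the second component the 4 fed arrays lay between -25.6 and -22.6 and the 8 unfed between -3.76 and 4.56. From the place of the nutrient restriction arrays beside the controls, with the exposed arrays apart, and from its QuantiGene assay, the paper concludes that lack of food has no large part in the changes seen after exposure.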

### Causes of oxidative stress

Although there is abundant evidence that DDVP exposure results in oxidative stress [3], the underlying mechanism has not been well elucidated. DDVP is metabolized by both glutathione-dependent and glutathione-independent pathways [15–17]. Consistent with our observations at the message level, the activities of a number of enzymes involved in glutathione synthesis and recycling (glutathione reductase, glutathione-*S*-transferase, glutamate:cysteine ligase) are known to be increased concomitant with an increase in glutathione content in the liver of DDVP exposed fish [49]. Since the animals in our study are constantly exposed to DDVP by immersion, it is plausible that DDVP detoxification depletes and/or strains the capacity of the glutathione biosynthetic and regenerating systems, resulting in elevated ROS simply from normal metabolic activity.

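On the log2 scale *akr1a1a* fell from 12.99 ± 0.29 in the controls (n = 8) to 7.59 ± 1.06 at the high concentration (n = 4), with log2 fold changes of -1.35, -4.74 and -5.40 (standard error 0.36, adjusted p at high 6.8e-12). The change at the low concentration did not reach an adjusted p of 0.001 except without replicate 3. For *glo1* the changes were -0.36, -0.83 and -0.95 (standard error 0.12, adjusted p at high 7.7e-08), past the fold threshold at the high concentration, and at the mid only without replicate 2, 3 or 4. For *agxtb* they were 0.46, -0.25 and -1.08 (adjusted p at high 5.4e-06), and a second probe gave -0.41 at the high concentration. The paralog *agxta* rose at every concentration.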

DDVP exposure also reduced the transcript abundance of key enzymes involved in glyoxal detoxification, alanine-glyoxylate aminotransferase (*agxtl*), aldo-keto reductase family 1, member A1 (*akr1a1a*) [81], and glyoxalase (*glo1*) (not shown). Glyoxal has been suggested to be a toxic metabolite of DDVP [15–17, 82] and has the potential on its own to induce cell damage, deplete GSH, generate ROS, collapse the mitochondrial membrane potential, induce lipid peroxidation, and produce formaldehyde[4, 15–17, 25, 42, 83]. Although direct evidence of glyoxal and its metabolites in tissues exposed to DDVP remains elusive [16], it is conceivable that glyoxal or its metabolites could exacerbate DDVP toxicity.

There is also some evidence that DDVP perturbs Ca^2+^ homeostasis which is important in controlling responses to oxidative stress [84, 85]. 

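Among genes of calcium storage and signaling, *camk1ga* changed by 2.44, 2.75 and 2.25 on the log2 scale (controls 9.34 ± 0.98, n = 8; high 11.59 ± 0.06, n = 4) and 2.07, 1.42 and 0.92 in a second probe. For *calr3a* the values were -0.57, -0.77 and -1.90, for *atf4a* 0.97, 1.38 and 2.17, for *atf4b* 0.61, 0.79 and 1.52 and for *creb1a* 0.27, 0.49 and 0.96. Adjusted p at the high concentration was between 6.8e-12 and 4.5e-06 for these 5 genes. The decrease of *calr3a* was past the thresholds at the high concentration, and at the mid only without replicate 4. At the mid concentration *atf4b* passed them without replicate 3 or 4, and *creb1a* dropped below 1.8-fold at the high without replicate 3. Also differentially expressed at the high concentration was *calm3a*, downward. Probes for *ppp3ccb*, *calr3b*, *camk1gb* and *creb1b* are on the array and not among the 5481, and *asph* was not matched.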

DDVP exposure altered the transcript abundance of the calcium storage and signaling pathway proteins, Pp3cc (protein phosphatase 3, catalytic subunit γ isozyme), calreticulin-like 2, and aspartate β-hydroxylase, calmodulin-3, calcium/calmodulin-dependent protein kinase IG, Atf4 (activating transcription factor 4), and Creb1(cyclic amp responsive element binding protein 1) (not shown). These changes are consistent with results showing that DDVP exposure affected calcium homeostasis in the plasma of carp [86], increased free Ca^2+^ in rat brain stem, cerebrum, and cerebellum [87], and increased mitochondrial Ca^2+^ uptake in hepatic mitochondria [87].

DDVP exposure appeared to induce damage in the kidney (Table 1), the central organ in the regulation of calcium homeostasis. Histopathological changes in the glomeruli, proximal convoluted tubules, distal convoluted tubules, and collecting tubules were observed in DDVP treated mice [88]. Kidney injury could compromise calcium homeostasis and result in misregulation of responses to elevated cellular RO [88, 89].

## Conclusion

To our knowledge this is the first comprehensive evaluation of the effects of DDVP on gene expression in the liver. While a number of prior studies described the effects of DDVP exposure on hepatic metabolism [25, 26], they focused on particular metabolites and/or the activities of particular enzymes. Our analysis draws together many of the results of these prior studies and extends them. 

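Across the 5481 probes, 1417 were differentially expressed at all 3 concentrations, all 1417 in 1 direction throughout, and 1092 at none. Of the 4087 differentially expressed at the high concentration, 2949 had a change that grew in size from low to mid to high, while 213 probes passed the thresholds at the low concentration and not at the high. Of the probes for genes that the results text gives a direction, 40, 39 and 37 of 44 stated as increased rose, and 12, 14 and 14 of 17 stated as decreased fell. At the high concentration 32 and 14 of them were differentially expressed in that direction. The results text gives *agxtl* both directions, so its matches *agxta* and *agxtb* enter both tallies and cannot match both.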

We observed coordinated changes in the expression of a large number of genes involved in energy metabolism and cellular responses to increased ROS levels. These results argue that an appreciable part of the effects of DDVP on energy metabolism and oxidative stress is transcriptionally regulated and suggest that the transcriptional regulator Nrf2 is a key player in these events.

It is well established that exposure to DDVP and other organophosphorus pesticides results in reactive oxygen stress, injury to mitochondria, lipid peroxidation and other events consistent with elevated ROS levels [26]. However, the cause of the elevated oxidative stress is not known.

DDVP can be detoxified via a glutathione-dependent pathway and can also produce glyoxal which can deplete glutathione [15–17]. DDVP exposure has been associated with diminished glutathione levels in the mitochondria [25]. When the route of exposure is immersion, the cumulative effect may be to drastically increase ROS because of glutathione depletion. We also observed alterations in transcripts for proteins involved with Ca^2+^ regulatory pathways which are also involved in the regulation of responses to ROS and could contribute to overall DDVP toxicity.

To highlight fundamental biochemical processes rather than inter-individual variability, we deliberately limited the scope of the study by studying pools of male fish. The use of male fish reduced potential inter-probe interference and cross-hybridization from the highly abundant egg protein messages in mature female fish [90], and the use of pools damped out individual variation. Key aspects of the model we propose, however, can now be easily tested across individual fish and in female animals using either the set of Quantigene probes we developed or other analytical approaches appropriate to particular studies based on our observations.

While it is true that transcript analysis alone cannot provide or confirm a comprehensive explanation of cellular events, in aggregate, the data we report suggest that DDVP exposure elicits a highly coordinated response tightly tied to defenses against intracellular ROS insult in the liver.

## Methods

### Animal studies

#### Husbandry

Mature adult (6–12 months of age) male zebrafish, *Danio rerio* (Tübingen strain) were used in this study. Because egg protein transcripts are extremely abundant in the livers of breeding females and might confound the microarray analysis, only male fish were used. Any female fish inadvertently collected were removed after being identified by visual inspection. To identify occasional females that could not be visually distinguished from males, we tested all RNAs by qPCR for the presence of vitellogenin transcripts which are not normally expressed in male fish [90, 91]. Zebrafish were maintained and tested at 25 °C with a 14:10 h (light/dark) photoperiod in 5-gallon glass aquaria adapted for flow-through use (60 mL/min; 5.4 turnovers/day). Fish were fed twice per day (1X flake food, 1X brine shrimp).

Research was conducted in compliance with the Animal Welfare Act, and other Federal statutes and regulations relating to animals and experiments involving animals and adheres to principles stated in the Guide for the Care and Use of Laboratory Animals [18] in facilities that are fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care, International. All procedures were reviewed and approved by the US Army Center for Environmental Health Institutional Animal Care and Use Committee.

#### Exposure study

DDVP was obtained from Chem Services, Inc. (CAS number: 62–73–7; West Chester, PA), and stock solutions were directly introduced into the aquaria containing zebrafish using a flow-through diluter system that maintained essentially constant concentrations of toxicant in the aquaria. Range finding experiments were also conducted using the flow through system at 4, 6, 10, 15, 16, 22, 25, 31, and 45 mg/L DDVP for a 96 h duration to estimate the 96 h LC_20_ (concentration for 20 % mortality) and LC_60_ (concentration for 60 % mortality; Additional file 1). To evaluate the response to the toxicant without producing mortality, fish were exposed to DDVP using a no-observed-effect concentration, the 96 h LC_20_, and 96 h LC_60_ for 24 h (target concentrations 6, 19, and 32 mg/L). The measured concentrations in the exposure experiment were 6, 16, and 30 mg/L, referred to as the low, mid, and high concentrations respectively. Fish were euthanized by immersion in MS-222 solution (0.5 g/L, pH 7.2; Sigma-Aldrich, St. Louis, MO). DDVP concentrations varied by approximately 1 % between the pre- and post-exposure samples. The aquaria were routinely inspected for dead and/or moribund fish. Dead fish were removed from the aquaria. Exposed fish were observed for altered behavior, distress signals, or signs of toxicity. Whole fish (5/condition) were preserved in Davidson’s solution for histological studies. Fish livers, brains, and hearts (20/condition) were collected and flash frozen in liquid nitrogen for future analysis. DDVP concentrations in the test tanks were verified prior to the initiation of the exposure and at the time of the termination of the study using a minor variation of EPA method 8141A and a Hewlett-Packard model 6890 gas chromatograph equipped with an electron capture detector and a Hewlett-Packard model 7673 auto sampler (Santa Clara, CA).

#### Nutrient restriction study

For the nutrient restriction study, fish were handled exactly as they were for the DDVP exposure study except that the nutrient restricted fish were fasted either for 29 or for 50 h before harvest (see text). The control fed fish received flake food 4 h before harvest.

#### Histology and tissue scoring

Fixed whole fish were embedded in blocks, sectioned transversely and stained with hemotoxylin and eosin. Histomorphological features were scored semiquantitatively by a pathologist (Experimental Pathology Laboratories, Inc., Sterling, VA) as 0, no observed effect; 1, a minimal effect; 2, a slight effect; 3, a moderately severe effect; and 4, a severe effect. Although five fish from each condition were harvested for histopathological assessment, one control fish proved to be a female and was excluded from analysis.

#### Glycogen quantitative analysis and tissue scoring

Periodic Acid-Schiff staining and evaluation of liver slices was also performed by Experimental Pathology Laboratories. To determine the relative amount of glycogen in the cytoplasm of hepatocytes, a pair of consecutive sections of whole fish were stained for either the periodic acid–Schiff (PAS) reaction or PAS plus diastase (an enzyme that breaks down glycogen). The PAS plus diastase slide serves as a negative control for the glycogen determination. Using bright field microscopy, the slides were examined by the pathologist and graded according to the relative amount of PAS-positive glycogen staining (evident as deep magenta granular stippling) that was present in the cytoplasm of hepatocytes, particularly, in the vacuoles. The sections were graded from 0 to 4 where 0 is none or minimal staining and 4 indicates the highest staining intensity. The Kruskal-Wallis statistic was used to determine statistical significance with a Wilcoxon *post hoc* test.

#### Cholinesterase assay

Four brains and hearts for each exposure condition were homogenized, and the supernatants were assayed for cholinesterase activity using the Ellman method [92] with 5,5’-dithio-bis(2-nitrobenzoic acid) (DTNB) and acetylthiocholine iodide (ASChI) as the substrate. Samples containing only 5,5’-dithio-bis-2-nitrobenzoic acid (Sigma, St. Louis, MO) were used as blanks. Hydrolysis of acetylthiocholine iodide (Sigma) was determined by the change in absorbance at 405 nm. To inhibit pseudocholinesterase activity, 100 μM tetraisopropyl pyrophosphoramide (iso-OMPA) was included in the assay. Data were normalized using protein concentration as determined using the BCA assay according to the manufacturer’s directions (Pierce, Rockford, IL). The Kruskal-Wallis test was used to identify significant exposure effects; if significant effects were identified (*p* < 0.05), *post hoc* analyses were performed using Tukey’s HSD test.

### Microarray analysis

#### RNA processing

Total RNA was extracted from livers by homogenization in Trizol® (Invitrogen, Carlsbad, CA) followed by a further purification using RNeasy® Mini kits (Qiagen, GmbH, Germany) according to the manufacturer’s protocols. The quality and quantity of total RNA were evaluated using an Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA) and the NanoDrop ND-1000 Spectrophotometer (NanoDrop, Wilmington, DE).

#### Microarray hybridization

Equal masses of total RNA from four or five fish were pooled to form one replicate. Four replicates per exposure condition (totaling 4 microarrays and 20 fish per replicate) were processed for hybridization to Agilent Zebrafish Oligo Microarrays (V2; part 019161) using the Low RNA Input Linear Amplification kit, Gene Expression Hybridization kit, RNA Spike-In kit, Stabilization and Drying solutions and the Gene Expression Wash Buffer kit (Agilent Technologies, Inc. Santa Clara, CA) according to the manufacturer’s protocol. Hybridization was performed according the recommendations by the microarray manufacturer. Scanning of the DDVP exposure slides, was performed using an Axon GenePix 4200 AL scanner with GenePix® software (Molecular Devices, Union City, CA) with a scan resolution of 5 μm, standard green filter, PMT gain set at 400 and scan power set to 30 % (first) then 100 % (second). These GenePix scans were combined such that any probes which were offscale in the 100 % scan (>32,000 units) were replaced by probes from the 30 % scan. Slides for the nutrient restriction study were scanned immediately after washing using an Agilent C2505C scanner following protocol GE1-107-Sep09 with default settings.

#### Statistical analysis

Microarray data were processed using Partek Genomic Suite software (Version 6.4 Copyright 2009, St. Louis, MO). Unprocessed median signal intensity data from the microarrays were quantile normalized and then log_2_ transformed. Outliers in the microarray data were identified by a principal components analysis (PCA) in Partek 6. To verify reproducibility, a pairwise correlation analysis was performed and inter-replicate dot plots of all probes were examined. Replicate arrays were only accepted if they had an *R*^*2*^ ≥ 0.95 without gross deviations from linearity on the dot plot. 

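Over the 5481 probes of the deposited table the squared correlation of log2 values between replicates lay between 0.954 and 0.976 in 48 pairs, with 0 pairs below 0.95. In the scanner files of the nutrient restriction arrays, with all probes and the quantile-normalized median signal, it lay between 0.943 and 0.981 in 18 pairs, and 2 pairs, both of unfed 50 h arrays, were below 0.95.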

If a sample did not meet these criteria, a new microarray was processed from the total RNA. Only probes with a signal to noise ratio ≥ 3 in all four replicates of at least one condition were selected for further analysis. This filter produced a subset of 22,593 probes from the original 43,803 on the microarray. This subset was analyzed by 2-way Analysis of Variance (ANOVA, dose and exposure) with contrast analysis for each concentration to identify individual probes that were differentially expressed between each exposure group and its respective control. 

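On the nutrient restriction arrays the 43803 spots hold 43603 different probes, of which 19025 carry a RefSeq transcript accession and 15163 could be matched to a gene symbol. Of the 5481 probes in the deposited table, 272 did not reach a signal to noise ratio of 3 on all 4 arrays of any nutrient restriction group. The scanner's own call of well above background, in all 4 arrays of at least 1 group, kept 21381 probes in its place. After spots marked as outliers were left out, 51 of the filtered probes lacked a value on at least 1 array. The filter was not repeated on the DDVP arrays.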

Probes with a step-up Benjamini and Hochberg False Discovery Rate [40] ≥ 0.001 for the concentration variable and a fold change greater than or equal to 1.8 from control in at least one treatment condition were retained for analysis.

#### Gene ontology analysis

Unsupervised Gene Ontology (GO) enrichment analysis was performed using the web-based tool GOTreeMachine (GOTM; http://bioinfo.vanderbilt.edu/webgestalt/) [41] and further validated by Ingenuity Pathway Analysis (IPA, Redwood City, CA) and Metacore (GeneGo, St. Joseph, MI) to identify biological processes being affected by the genes in this data set. For GOTM analysis and Metacore pathway analysis, background reference sets comprised the set of all probes with SNR ≥ 3. GO terms that are statistically over-represented in each exposure compared to the reference set were determined using a hypergeometric test with *p*-values adjusted using the Benjamini and Hochberg FDR (α = 0.05) with a threshold for the minimum number of genes per category set at four (*n* = 4) [93].

Since IPA analyses only support mammalian genes, only zebrafish genes with identified human homologues in IPA were used for this analysis. Manually curated reference gene lists for autophagy and apoptosis were also used. Briefly, comprehensive gene lists for autophagy and apoptosis were compiled from the literature and the on-line databases WebGestalt (http://bioinfo.vanderbilt.edu/webgestalt/), KEGG pathways (http://www.genome.jp/kegg), autophagy database (http://www.tanpaku.org/autophagy/overview.html), Human Autophagy Database-Public Research Centre for Health (http://autophagy.lu), The Apoptosis Database (http://deathbase.org), IPA, and Metacore. The gene lists were subsequently annotated with zebrafish homologues using Ensembl Biomart (http://useast.ensembl.org/index.html) or Zfin (http://zfin.org).

The curated gene set for autophagy and apoptosis was used to tabulate the count of associated transcripts for each exposure condition (high, mid, low) with the 22,593 probe-set used as a background for subsequent calculation. A hypergeometric test was used to test the significance of enrichment. We also examined individual gene responses within the enriched pathways and processes to determine whether the changes in their expression were consistent with predicted pathway activities.

### QuantiGene® analysis

A custom QuantiGene® gene expression array (Affymetrix, Fremont, CA) was designed by Affymetrix using transcript sequence identifiers matching probes of interest provided by the authors. This array was used to independently verify the expression patterns of representative genes in nutrient-deprived and DDVP exposed fish. The target sequences included two housekeeping genes (β-actin, and ribosomal protein L4) and 13 representative genes for the ROS response, carbohydrate and lipid metabolism, and autophagy (Additional file 5). The probes are now available from Affymetrix. Pooled zebrafish total RNA samples (see above) were processed following the Affymetrix QuantiGene Plex 2.0 Assay Manual using a Bio-Rad Bio-Plex 200 instrument (Bio-Rad, Hercules, CA). The plate was incubated overnight at 4 °C following the standard processing procedure and rewashed with SAPE Wash Buffer (Affymetrix) per the manufacturer’s instructions before scanning. The settings on the Bio-Plex instrument were Sample Size 100 μl; Timeout 45 s; DD Gate 5000–25,000; Bead Events/Bead Region 100.

Fluorescence readings from blank wells were subtracted from the fluorescence values for each transcript of interest. These resulting values were then normalized against the geometric mean of the expression of the two housekeeping genes for each sample. The geometric mean of the fold difference from the DDVP control was calculated and is presented in Additional file 4 .

### Availability of data and materials

Microarray data have been submitted to GEO (http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE66257.

## Additional files

Additional file 1: Figure S1. The mortality curve for zebrafish exposed to DDVP for 96 h was determined in range finding studies. (PDF 813 kb) Additional file 2: Figure S2. Effects of DDVP exposure on non-neural tissues. (PDF 7021 kb) Additional file 3: Table S1. Functional analysis of differentially expressed genes. (PDF 2394 kb) Additional file 4: Table S3. Replication of microarray data using Quantigene assays. (PDF 1546 kb) Additional file 5: Table S4. Gene, sequence and probe information for Quantigene probes. (PDF 1561 kb) Additional file 6: Table S2. RefSeq IDs for Fig. 3a. (PDF 26 kb)

## Abbreviations

AChE: Acetyl cholinesterase
ANOVA: Analysis of variance
bp: Base pairs
ChE: Cholinesterase
DDVP: Dichlorvos
GO: Gene ontology
GOTM: GOTreeMachine
GSH: Reduced glutathione
GSSG: Oxidized glutathione
IPA: Ingenuity Pathway Analysis
KEAP-HKO: Mice that have been genetically modified to show constitutive activation of Nrf2
KEGG: Kyoto Encyclopedia of Genes and Genomes
PAS: Periodic acid/schiff stain
PCA: Principal components analysis
ROS: Reactive oxygen species
SEM: Standard error of the mean
UPR: Unfolded protein response

# Supplementary material for: Dichlorvos exposure results in large scale disruption of energy metabolism in the liver of the zebrafish, Danio rerio
**Source:** BMC Genomics. 2015 Oct 24;16:853. doi: 10.1186/s12864-015-1941-2
**Supplement:** Additional file 1: Figure S1. — The mortality curve for zebrafish exposed to DDVP for 96 h was determined in range finding studies.

## 96 h Lethality Curve

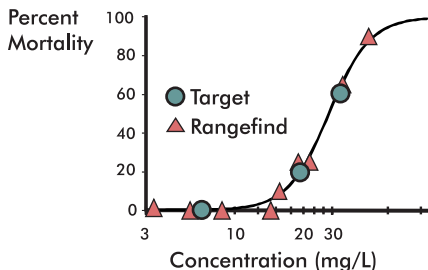

Figure S1. The mortality curve for zebrafish exposed to DDVP for 96 hours was determined in rangefinding studies. Circles indicate the target concentrations selected for the definitive experiment (Low, 6 mg/L; Mid/LC<sub>20</sub>, 19 mg/L; High/LC<sub>60</sub>, 32 mg/L).

# Supplementary material for: Dichlorvos exposure results in large scale disruption of energy metabolism in the liver of the zebrafish, Danio rerio
**Source:** BMC Genomics. 2015 Oct 24;16:853. doi: 10.1186/s12864-015-1941-2
**Supplement:** Additional file 2: Figure S2. — Effects of DDVP exposure on non-neural tissues.

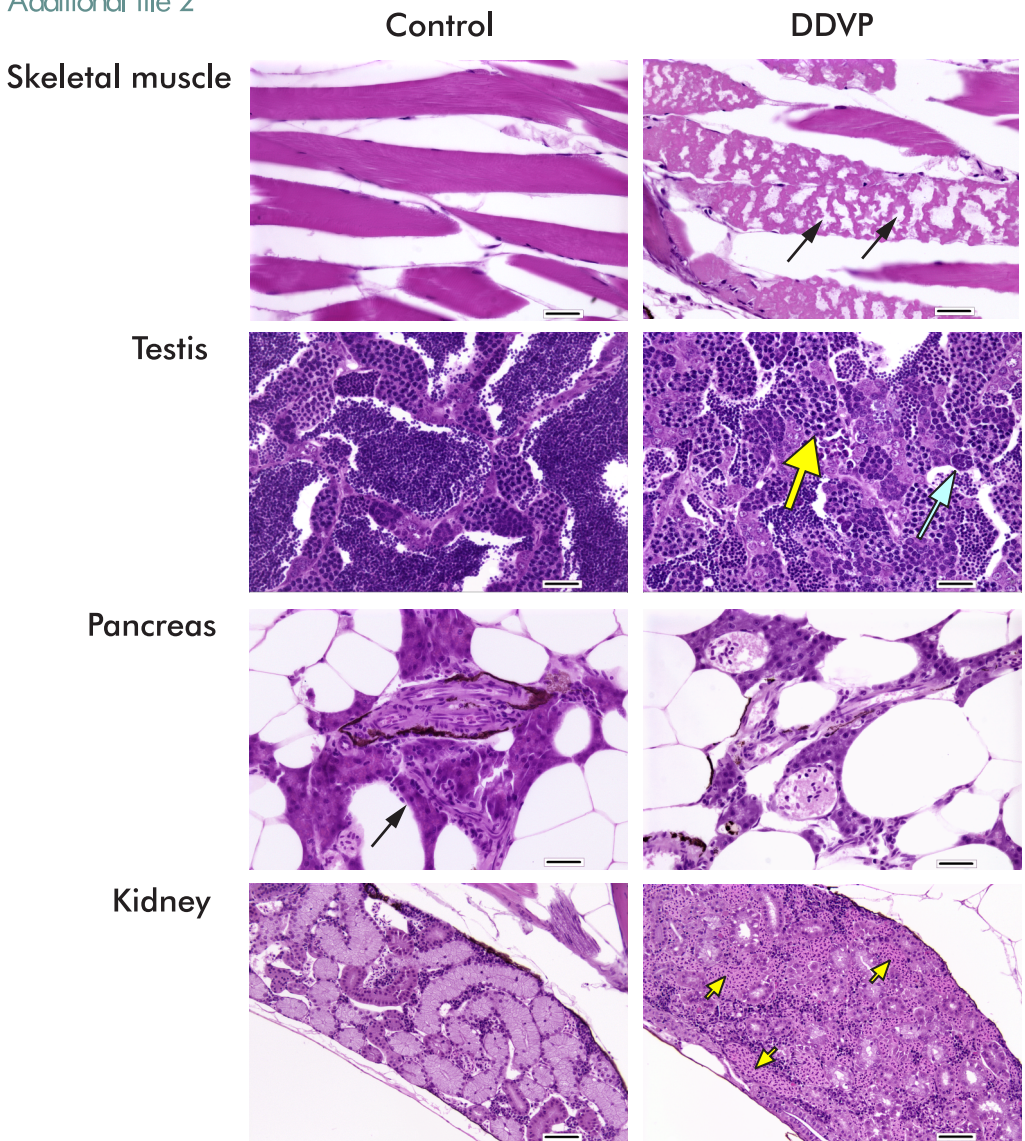

**Figure S2 Effects of DDVP exposure on non-neural tissues.** Representative images of hematoxylin and eosin stained transverse tissue sections are shown. Bars are 25  $\mu\text{m}$  except for kidney which are 50  $\mu\text{m}$ . **Skeletal muscle:** Separation between myofibers is a processing artifact. Treated fish show myodegeneration, with sarcoplasmic vacuolation in myofibers (arrows) and no obvious repair or inflammatory response. **Testis:** The germinal epithelium is thin in controls and the seminiferous tubules contain abundant spermatozoa while testes from treated fish show degeneration with germ cell syncytia (thin blue arrow) and clusters of apoptotic germ cells having pyknotic nuclei and hypereosinophilic cytoplasm (yellow arrow). The germinal epithelium is thicker in treated fish than in controls with a higher proportion of spermatogonia and smaller lumina with fewer spermatozoa. **Pancreas:** Acinar cells from controls contain fine red intracytoplasmic zymogen granules (arrow), but those from exposed fish are small due to granule depletion. **Caudal kidney:** Sinusoidal capillaries are congested and distended with erythrocytes (yellow arrows) in treated fish.

# Supplementary material for: Dichlorvos exposure results in large scale disruption of energy metabolism in the liver of the zebrafish, Danio rerio
**Source:** BMC Genomics. 2015 Oct 24;16:853. doi: 10.1186/s12864-015-1941-2
**Supplement:** Additional file 3: Table S1. — Functional analysis of differentially expressed genes.

Table S1 Functional analysis of differentially expressed genes.

| GOTM-KEGG pathway                                   | Enrichment-Adjusted p-values |         |         | # of Probes Differentially Expressed |            |             |
|-----------------------------------------------------|------------------------------|---------|---------|--------------------------------------|------------|-------------|
|                                                     | Low                          | Mid     | High    | Low (1056)                           | Mid (2654) | High (3497) |
| Phenylalanine metabolism                            | 3.2E-03                      | 3.1E-01 | deg     | 5                                    | 3          | 0           |
| Tyrosine metabolism                                 | 2.7E-03                      | 3.1E-01 | deg     | 6                                    | 4          | 0           |
| Phenylalanine, tyrosine and tryptophan biosynthesis | 1.0E-03                      | 2.4E-01 | 3.5E-01 | 4                                    | 2          | 3           |
| Selenoamino acid metabolism                         | 1.0E-03                      | 1.9E-01 | deg     | 7                                    | 4          | 0           |
| Ubiquinone and other terpenoid-quinone biosynthesis | 1.7E-02                      | 2.8E-02 | 1.1E-01 | 3                                    | 3          | 4           |
| Tryptophan metabolism                               | 1.0E-03                      | 7.7E-05 | 4.7E-03 | 9                                    | 8          | 24          |
| Arginine and proline metabolism                     | 1.5E-02                      | 1.5E-02 | 1.2E-01 | 6                                    | 6          | 13          |
| Proteasome                                          | deg                          | 3.5E-06 | 6.9E-07 | 0                                    | 17         | 29          |
| Starch and sucrose metabolism                       | deg                          | 1.6E-02 | 2.2E-02 | 0                                    | 4          | 13          |
| Pyruvate metabolism                                 | 3.0E-02                      | 5.9E-03 | 1.1E-01 | 5                                    | 8          | 14          |
| Pentose phosphate pathway                           | 1.5E-02                      | 1.3E-02 | 4.2E-02 | 6                                    | 6          | 13          |
| Insulin signaling pathway                           | 1.8E-02                      | 6.2E-02 | 2.8E-01 | 13                                   | 13         | 31          |
| Glycolysis / Gluconeogenesis                        | 5.2E-03                      | 3.9E-02 | 2.7E-01 | 8                                    | 8          | 15          |
| Synthesis and degradation of ketone bodies          | deg                          | 2.8E-02 | 2.2E-02 | 0                                    | 3          | 8           |
| Propanoate metabolism                               | 9.3E-05                      | 2.0E-04 | 2.2E-03 | 10                                   | 6          | 20          |
| Ether lipid metabolism                              | 3.4E-01                      | 2.8E-02 | 1.5E-01 | 3                                    | 7          | 13          |
| Glycerophospholipid metabolism                      | 2.6E-01                      | 2.8E-02 | deg     | 5                                    | 6          | 0           |
| Glycerolipid metabolism                             | 1.2E-02                      | 1.3E-01 | 1.5E-01 | 6                                    | 6          | 14          |
| Biosynthesis of unsaturated fatty acids             | 2.5E-03                      | 6.6E-03 | 4.7E-02 | 8                                    | 6          | 12          |
| Fatty acid elongation in mitochondria               | 2.3E-03                      | 1.0E-02 | 4.7E-02 | 5                                    | 3          | 7           |
| PPAR signaling pathway                              | 4.3E-02                      | 9.0E-04 | 9.2E-02 | 7                                    | 13         | 21          |
| Butanoate metabolism                                | 3.9E-03                      | 1.0E-03 | 4.7E-03 | 8                                    | 7          | 18          |
| Fatty acid metabolism                               | 3.4E-08                      | 1.0E-08 | 1.0E-05 | 14                                   | 9          | 22          |
| Metabolism of xenobiotics by cytochrome P450        | 4.0E-01                      | 2.5E-02 | 1.2E-01 | 3                                    | 5          | 13          |
| Drug metabolism - other enzymes                     | 3.1E-01                      | 1.6E-02 | 5.2E-02 | 4                                    | 7          | 11          |
| Glutathione metabolism                              | 1.0E-02                      | 6.6E-03 | 6.9E-02 | 11                                   | 7          | 18          |
| Cysteine and methionine metabolism                  | 1.5E-02                      | 1.7E-01 | 3.5E-01 | 7                                    | 7          | 11          |
| Glycine, serine and threonine metabolism            | 4.5E-03                      | 6.1E-03 | 6.7E-03 | 10                                   | 9          | 17          |
| Lysine degradation                                  | 3.2E-03                      | 4.2E-03 | 1.8E-02 | 9                                    | 5          | 21          |
| β-Alanine metabolism                                | 1.0E-03                      | 6.6E-03 | 1.8E-02 | 7                                    | 3          | 12          |
| Valine, leucine and isoleucine degradation          | 4.0E-04                      | 4.7E-03 | 4.7E-03 | 13                                   | 9          | 27          |

Carbohydrate  
Metabolism

Lipid Metabolism

Detoxification

Differentially expressed genes from all three exposure concentrations (Low, Mid, High) were submitted to the KEGG pathway enrichment algorithms in GOTM to identify significantly enriched biological processes. The adjusted p-values of the enriched KEGG pathways and the number of probes in the pathway are shown. The total number of differentially expressed genes for each exposure is shown in parentheses in the column heading. 

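Counted as different gene symbols, the differentially expressed probes stand for 771 genes at the low, 1557 at the mid and 1878 at the high concentration. Probes without a symbol are left out of these counts.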

The KEGG pathways were further clustered into the biofunctions shown at right. **deg** indicates that no differentially expressed genes were observed.

# Supplementary material for: Dichlorvos exposure results in large scale disruption of energy metabolism in the liver of the zebrafish, Danio rerio
**Source:** BMC Genomics. 2015 Oct 24;16:853. doi: 10.1186/s12864-015-1941-2
**Supplement:** Additional file 4: Table S3. — Replication of microarray data using Quantigene assays.

| Gene symbol | Condition |       |            |       |            |       |         |       | Process / pathway            |
|-------------|-----------|-------|------------|-------|------------|-------|---------|-------|------------------------------|
|             | DDVP high |       | Unfed 50 h |       | Unfed 29 h |       | Fed 4 h |       |                              |
|             | Array     | Quant | Array      | Quant | Array      | Quant | Array   | Quant |                              |
| atg4b       | 5.7       | 6.8   | -1.1       | 1.1   | 1.0        | 1.1   | 1.1     | 1.1   | Autophagy                    |
| rab1a       | 1.9       | 2.5   | 1.1        | 1.5   | 1.0        | 1.4   | 1.0     | 1.1   | Autophagy                    |
| echs1       | -3.0      | -2.1  | 1.0        | 1.2   | 1.0        | 1.6   | 1.2     | 1.1   | Autophagy                    |
| hadhaa      | -10.1     | -9.3  | -1.1       | 1.1   | 1.0        | 1.3   | -1.1    | 1.2   | Fatty acid synthesis         |
| lpl         | 2.0       | 2.0   | -1.1       | -1.4  | 1.0        | -1.2  | -1.1    | 1.1   | Fatty acid synthesis         |
| calm3a      | -2.2      | -1.2  | 1.1        | 1.3   | 1.0        | 1.3   | 1.1     | 1.0   | Glycogenolysis               |
| g6pca       | -2.9      | -2.0  | -1.9       | 1.0   | 1.0        | 1.2   | -1.3    | 1.3   | Glycolysis / Gluconeogenesis |
| ldhb        | 4.4       | 7.2   | 1.4        | 1.4   | -1.1       | 1.5   | 1.4     | 1.3   | Glycolysis / Gluconeogenesis |
| pgd         | 22.5      | 46.0  | 1.3        | 2.3   | 1.0        | 2.2   | 1.3     | 1.5   | Pentose phosphate pathway    |
| acat2       | 4.5       | 8.1   | 1.0        | 1.5   | -1.1       | 2.2   | 2.8     | 1.8   | Pyruvate metabolism          |
| ephx1       | -12.1     | -10.2 | 1.0        | 1.3   | 1.0        | 1.5   | 1.1     | 1.1   | Nrf2 canonical pathway (IPA) |
| gsr         | 31.8      | 52.1  | 1.6        | 1.6   | 1.0        | 1.0   | -1.8    | 1.3   | Nrf2 canonical pathway (IPA) |
| maff        | 10.7      | 16.7  | 1.0        | 1.7   | 1.0        | 1.0   | -1.7    | 1.2   | Nrf2 canonical pathway (IPA) |

**Table S3 Replication of selected microarray data using Quantigene gene expression assays.** The geometric means of the fold-change differences from the control for each experiment (DDVP exposure and nutritional restriction, respectively; see Methods) are shown. 

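For 11 of the genes in this table the array fold changes could be computed from the deposited values. At the high concentration they included 33.4 for *gsr*, 4.81 for *acat2* and 5.72 for *atg4b* (fold on the linear scale, n = 4 against 8), and *echs1* changed by -0.35, -1.18 and -1.59 on the log2 scale. Compared with the array values in the table, 10 of 11 at the high concentration, 11 of 11 in fed fish and 11 of 11 at 50 h without food lay within the SD between replicates. The Quantigene measurements were not analysed here.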

We selected genes from several biological processes that were strongly affected by DDVP exposure but only minimally by nutritional deprivation in the microarray data sets. See **Additional file 6** (Table S3 Quantigene Probe Sequences) for probe details. Array: Microarray data. Quant: Quantigene data. Down-regulation is indicated by negative values.

# Supplementary material for: Dichlorvos exposure results in large scale disruption of energy metabolism in the liver of the zebrafish, Danio rerio
**Source:** BMC Genomics. 2015 Oct 24;16:853. doi: 10.1186/s12864-015-1941-2
**Supplement:** Additional file 5: Table S4. — Gene, sequence and probe information for Quantigene probes.

| Agilent<br>Probe ID | Gene<br>symbol | RefSeq ID  | Quantigene Probe   |                     | Process/pathway              |
|---------------------|----------------|------------|--------------------|---------------------|------------------------------|
|                     |                |            | Sequence<br>length | Probe set<br>region |                              |
| A_15_P112958        | atg4b          | NM_1089352 | 1799               | 501-1059            | Autophagy                    |
| A_15_P211031        | rab1a          | NM_1007161 | 1820               | 155-728             | Autophagy                    |
| A_15_P119925        | echs1          | NM_1004529 | 1421               | 155-561             | Fatty acid synthesis         |
| A_15_P161856        | hadhaa         | NM_1105276 | 2785               | 1361-1759           | Fatty acid synthesis         |
| A_15_P174191        | lpl            | NM_131127  | 1904               | 727-1169            | Fatty acid synthesis         |
| A_15_P115005        | calm3a         | NM_182967  | 2180               | 48-548              | Glycogenolysis               |
| A_15_P149541        | g6pca2         | NM_1163806 | 2331               | 9-504               | Glycolysis / Gluconeogenesis |
| A_15_P172771        | ldhba          | NM_131247  | 1518               | 618-1039            | Glycolysis / Gluconeogenesis |
| A_15_P135551        | ephx1          | NM_201068  | 2121               | 809-1245            | Nrf2 canonical pathway (IPA) |
| A_15_P150356        | gsr            | NM_1020554 | 2000               | 920-1426            | Nrf2 canonical pathway (IPA) |
| A_15_P578252        | maff           | NM_200336  | 1485               | 213-619             | Nrf2 canonical pathway (IPA) |
| A_15_P184401        | pgd            | NM_213552  | 1878               | 922-1312            | Pentose phosphate pathway    |
| A_15_P101559        | acat2          | NM_131370  | 1954               | 537-987             | Pyruvate metabolism          |
| A_15_P101632        | actb2          | NM_181601  | 1777               | 401-893             | Control/cytoskeleton         |
| A_15_P213066        | rpl4           | NM_213107  | 1285               | 505-938             | Control/ribosomal protein    |

**Table S4 Gene and sequence information for Quantigene probes.** Quantigene probes were designed by Affymetrix for genes of interest. 

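Probe names and RefSeq accessions in the list of Quantigene genes were compared with the annotation of the array. In 0 of 15 entries the probe carried the accession given beside it, so the probe of each gene was taken by its accession. A probe was found that way for 13 of the 15 genes, and 11 of these are among the 5481.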

The relevant Agilent microarray probe, and NCBI RefSeq identifiers are displayed. The length of the target sequence and region of the target sequence spanned by the Quantigene probes are also shown. See Table S2 for expression data.

# Supplementary material for: Dichlorvos exposure results in large scale disruption of energy metabolism in the liver of the zebrafish, Danio rerio
**Source:** BMC Genomics. 2015 Oct 24;16:853. doi: 10.1186/s12864-015-1941-2
**Supplement:** Additional file 6: Table S2. — RefSeq IDs for Fig. 3a.

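For the genes of Fig. 3a, 30 of 32 probes carry the RefSeq accession given beside them in the array annotation.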

Table S2: Gene and sequence identifiers for Figure 3A.

| Zebrafish<br>Gene Symbol | Agilent Probe ID | Zebrafish RefSeq ID | Mouse<br>Gene Symbol |
|--------------------------|------------------|---------------------|----------------------|
| pgd                      | A_15_P120264     | NM_213453           | PGD                  |
| taldo1                   | A_15_P107297     | NM_199687           | TALDO                |
| pgm2l1                   | A_15_P195226     | NM_001098485        | PGM2L1               |
| tktb                     | A_15_P116736     | NM_198070           | TKTL2                |
| aldoc                    | A_15_P171261     | NM_194384           | ALDOC                |
| dera                     | A_15_P149516     | NM_001006097        | DERA                 |
| g6pd                     | A_15_P183311     | XM_694076           | G6PD                 |
| gpia                     | A_15_P108859     | NM_144763           | GPI                  |
| gpib                     | A_15_P115695     | NM_144764           | GPI                  |
| rbks                     | A_15_P119149     | NM_001002117        | RBKS                 |
| fbp1                     | A_15_P140861     | NM_213132           | FBP1                 |
| txnrd1                   | A_15_P117668     | NM_183072           | TXNRD1               |
| acaa1b                   | A_15_P111509     | NM_001002207        | ACAA1B               |
| acox1                    | A_15_P104922     | NM_001005933        | ACOX1                |
| hadha                    | A_15_P109636     | NM_001089437        | HADHA                |
| elovl5                   | A_15_P101561     | NM_200453           | ELOVL5               |
| elovl6                   | A_15_P108810     | NM_199532           | ELOVL6               |
| hsd17b12                 | A_15_P109573     | NM_200881           | HSD17B12             |
| oxsm                     | A_15_P182706     | XM_687977           | OXSM                 |
| cyb5r3                   | A_15_P110945     | NM_212685           | CYB5R3               |
| ptplb                    | A_15_P114098     | NM_199861           | PTPLB                |
| scd1                     | A_15_P209966     | NM_198815           | SCD1                 |
| acbd3                    | A_15_P113656     | NM_213095           | ACBD3                |
| fth1                     | A_15_P116685     | NM_131585           | FTH1                 |
| gpx4a                    | A_15_P106339     | NM_001007282        | GPX4                 |
| gpx4b                    | A_15_P171266     | NM_001030070        | GPX4                 |
| gclc                     | A_15_P100082     | NM_199277           | GCLC                 |
| gss                      | A_15_P153431     | NM_001006104        | GSS                  |
| gsr                      | A_15_P107089     | NM_001020554        | GSR                  |
| prdx6                    | A_15_P118098     | NM_200805           | PRDX6                |
| glrx5                    | A_15_P160621     | NM_213021           | GLRX5                |
| glrx                     | A_15_P101071     | NM_001002404        | GLRX2                |

How the deposited data were processed for this re-analysis (not part of the article)

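The study measured transcript abundance in pooled livers of male zebrafish with single-colour Agilent oligonucleotide arrays. It comprises 20 arrays of DDVP-exposed and control fish (4 per concentration and 8 controls in 2 sets) and 12 arrays of nutrient restriction (fed 4 h before harvest, unfed 29 h and unfed 50 h, 4 each, on 3 slides). The replicates are pools of fish, so the spread between arrays covers pools and not single animals.

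The deposited table holds log2 values of 5481 probes on 32 arrays, which the authors, by their own account, made from the median spot signal by quantile normalization, log2 and removal of a batch effect in Partek Genomics Suite, keeping the probes that passed a false discovery rate of 0.001 in their joint comparison. The DDVP arrays were read on a GenePix scanner at a pair of laser powers and combined by the authors. The deposited scanner files of the 12 nutrient restriction arrays hold intensity values that Feature Extraction computed per spot, namely the median signal and the local background without correction and a background-subtracted, detrended processed signal. The log2 nutrient restriction values of the deposited table were checked against these files. They follow the processed signal, quantile normalized, plus a constant per probe (SD of the difference 0.00108), more closely than the median signal (0.103). The means of both control sets and of the unfed 29 h group are equal in every probe, so no distance between those groups was measured. Whole-array scanner files of the DDVP arrays were not used here.

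DDVP groups were compared on the deposited log2 values with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, each concentration against the 8 pooled controls, with p adjusted by Benjamini-Hochberg over 5481 probes. A probe counts as differentially expressed at an adjusted p of at most 0.001 and a change of at least 1.8-fold, the thresholds of the paper. For the nutrient restriction arrays the median spot signal was quantile normalized without background subtraction and taken to log2, spots marked as outliers by the scanner software were left out, and spots of the same probe were averaged. Probes with a signal to noise ratio of at least 3 on all 4 arrays of at least 1 group were kept (16082 probes), and groups were compared in limma at an adjusted p of at most 0.001 without a fold filter. The difference between the effect of the high concentration and that of 50 h without food was tested in limma as a contrast over all 32 arrays. Principal components were computed on probes centred over the 32 arrays without scaling, and fed and unfed arrays were compared on them by an exact permutation test. Data handling and figures used python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

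Median spot signals were 46 to 59 intensity units per array over a background of 38 to 52, and 48.9 to 56.7% of spots were well above background, so weak transcripts are measured with less precision than strong ones. Squared correlations between replicates give the precision of the arrays as a whole, and standard errors are given per probe. Tests on simulated data used independent noise per probe. Changes added to 200 probes were found in 192 for the DDVP comparison and in 177 for the difference of effects. For nutrient restriction they were found in 60 or 175 at a log2 change of 1 or 2, and no comparison gave a false call. A moved list of genes gave camera p of 1.1e-32 and an unmoved list 0.565.

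Probes were tied to genes through their RefSeq accession and a table of zebrafish RefSeq genes of assembly GRCz12tu, which was used for names only. The genes named are every gene to which the results text gives a direction, every probe of Tables S2 and S4, and the 5 largest changes in each direction at the high concentration and in each fasting comparison with calls, among differentially expressed named probes whose groups do not overlap. A gene with several probes is reported by the probe that Table S4 or S2 gives, otherwise by the one with the highest mean. In Table S4 the probes were taken by accession. The unnamed probe A_15_P115094 was added after its values were seen. Gene lists for glutathione, the pentose phosphate pathway, β-oxidation, fatty acid synthesis, the proteasome, autophagy, ubiquitin and chaperones, and marker lists for the exocrine pancreas, erythrocytes, vitellogenin, the clock and cholesterol synthesis were written from gene names. On the nutrient restriction arrays 6 lists were tested with camera (inter-gene correlation 0.01), adjusted over 12 tests, with fry beside it, and the 6 further lists were tested and adjusted likewise. On the DDVP values lists were tallied without an enrichment test. For a bound on chance that allows for the picking of the 5481 probes, each concentration was also set against either control set alone with a two-sample comparison per probe in scipy, and the difference of effects was taken with either set alone and the variance within its 4 groups pooled, and probes at an unadjusted p of at most 1e-04 were counted against the number expected over all 43603 probes of the array.

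Alternatives for the DDVP comparisons were either control set alone, all 32 arrays in the fit, the replicate number as a block, no variance moderation, median-centred arrays, the 25% of probes with the lowest means left out, each replicate left out in turn, the mean of all probes of a gene, an adjusted p of 0.05 with the fold filter, and 0.001 without it. Those for nutrient restriction were the processed signal scaled to the 75th percentile, normexp background correction (offset 50) then quantile normalization, no filter, a filter on well above background, the slide or the replicate number as a block, the deposited table, each replicate left out in turn, the mean of all probes, an adjusted p of 0.05, and 0.001 with the 1.8-fold filter. The components were recomputed with unit SD, with each experiment centred, with median-centred arrays, without each replicate and, chosen after the data were seen, with the fed group placed on the controls. The mouse data that the paper compares with, its QuantiGene assays and its histology were not analysed here.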

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

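The contrast of the high with the low concentration was tested for probes picked because they had changed in opposite directions, and the counts of other splits at an adjusted p of 0.05 were chosen only after the results were seen.

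Some arrays lay far from the others of their group in the log2 value of a named gene, by the ratio of the gap to the range. This held for the lowest array in *gsr* at mid (12.32 against 12.90 for the nearest), *agxtb* at low (15.08 against 15.92 for the nearest), *calm3a* at low (9.41 against 9.73 for the nearest), *ldhba* at high (12.30 against 12.70 for the nearest), *acsl4a* at low (14.82 against 15.18 for the nearest), *bcl2l1* at low (10.37 against 10.70 for the nearest), *elovl5* at mid (7.73 against 8.01 for the nearest), *hadhaa* at low (9.54 against 10.22 for the nearest), *acat2* at high (8.90 against 9.34 for the nearest) and *atf4b* in the 8 controls (12.85 against 13.22 for the nearest). It held for the highest array in *got2b* at mid (13.88 against 13.77 for the nearest), *cbsb* at low (13.95 against 13.75 for the nearest), *cth* at mid (16.00 against 14.88 for the nearest), *txnrd3* at high (15.61 against 15.37 for the nearest), *map1lc3b* at high (13.11 against 12.89 for the nearest), *glo1* at low (12.03 against 11.96 for the nearest), *pgd* at mid (14.89 against 14.69 for the nearest), both *elovl6* probes at low (10.89 against 9.88 for the nearest, and 11.02 against 10.01 for the nearest) and *cyb5r3* at high (10.21 against 9.63 for the nearest). Among fed arrays the lowest stood apart in A_15_P115094 (17.76 against 17.89 for the nearest) and in the score on the second component (-25.6 against -23.0).

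These are 22 of 407 groups tested (384 of named probes and 14 of component scores among them), where chance gives about 1 in 20 groups, or 20.4. They are spread over 13 arrays with at most 3 on any of them, which argues against a single faulty or mislabelled array. No biological explanation was tested, as the labels give the pools no other property, and where leaving out a replicate reversed a result the next part gives the range.

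In 4 of the 1470 probes differentially expressed at both the low and the high concentration the direction differed. High minus low was 3.40 and 3.31 on the log2 scale for the 2 probes of *sgk2b* (adjusted p 4.8e-11 and 8.9e-10; -1.45 and -1.10 at low, 1.95 and 2.21 at high), 2.07 for *ndel1a* (6.6e-08; -1.12 and 0.95) and -2.21 for the unnamed A_15_P118781 (8.1e-08; 1.15 and -1.05). In the same contrast 3029 of the 5481 probes passed an adjusted p of 0.001. The means of both control sets are equal in the deposited values, and whether an error in 1 set enters the difference of low and high was not tested. The 2 probes of *sgk2b* go together, which argues against a fault of 1 probe, and a second probe of *ndel1a* changed by -0.72 at low, below the fold threshold, and by 0.88 at high. Normalization and labelling were not tested for these genes, and the concentration stays open as a biological explanation. The probes were found by looking for opposite signs, so this is a hypothesis.

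Outside the 5481 probes that the paper found to differ in its joint comparison, 313 probes passed an adjusted p of 0.05 between unfed 29 h and fed fish (138 up, 175 down) and 391 between unfed 50 h and fed fish (278 up, 113 down), of which 92 and 168 were beyond 1.8-fold. None passed 0.001 in limma, where 3728 and 3881 of the 16082 probes, inside and outside the 5481, had an unadjusted p under 0.05. Among the large named changes at 50 h were those in *tpm4a* (2.92, adjusted p 0.0488), *mid1ip1a* (2.72, 0.0138), *tnfrsf9a* (2.57, 0.0143), *sh3gl3a* (2.48, 0.0217) and *tuba1b* (2.40, 0.0147). Of the 35 splits of the same 8 arrays into 4 and 4, the real one alone gave as many probes at 0.05 inside and outside the 5481 together, and the largest other split gave 1 at 29 h and 2 at 50 h. Between unfed 50 h and unfed 29 h, where the real split gave 1, another gave 182, so structure apart from these groups gives calls at 0.05 as well. A share of 1 of 35, the smallest that the design gives and not adjusted over the comparisons, argues against chance division of the arrays at 29 and 50 h. It does not exclude it.

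A list of 18 probes of exocrine pancreas genes, none among the 5481, was lower in unfed fish. Its median log2 fold change was -1.32 at 29 h and -1.50 at 50 h, with all 18 probes down each time (camera adjusted p 6.3e-04 and 3.4e-04). By fry the adjusted p was 0.238 and 0.203, so the call does not hold there. The list averaged 13.89 ± 0.60 in fed fish, 12.54 ± 0.88 at 29 h and 12.26 ± 1.65 at 50 h (n = 4), and its most abundant members were *prss1* (mean log2 signal 16.56) and *ctrl* (16.24). Within groups its members moved together (median correlation with the list 0.98), so the 18 probes act as about 1 measurement, for which the correlation of 0.01 set in camera does not allow. The arrays of the groups overlap, with 10.90 to 14.34 at 50 h and 13.28 to 14.58 in fed fish. Accounts that stay open are chance variation between pools, a smaller share of pancreas tissue in the liver samples of unfed fish, and less transcript per pancreas cell in unfed fish. The arrays give no measure of tissue share apart from these transcripts, so the accounts cannot be told apart, and each is a hypothesis. Of its 15 genes on the array 14 pass the signal filter, and 0 are among the 5481 probes.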

How the results depend on the processing

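The placing of the fed group on the controls was the 1 alternative chosen only after the data were seen. Counts of differentially expressed probes stayed within 1.5 times their value in 67 of 87 settings, which include all those for the mid and high concentrations and for the difference of effects. Of 288 results for single genes under DDVP, 241 kept their direction and their side of the threshold in every setting, and of 3423 values 3344 did, 48 no longer passed, 22 newly passed and 9 reversed. For 28 results of nutrient restriction, 290 of 330 values held, 12 (all of *hamp*) no longer passed and 28 reversed. For the 12 list results 126 of 156 values held, 4 no longer passed, 17 newly passed and 9 reversed. The 37 single-gene reversals concern values of at most 0.23 in size with an adjusted p of at least 0.183, none differentially expressed. Apart from thresholds and numbers of arrays, the cause of the shifts was not tested.

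The count at the low concentration rose from 1683 to 2612 (1262 up, 1350 down) without the fold filter, which removes a condition. At 29 h the count of 1 became 2 with the processed signal, 0 with the slide as a block, 31 (11 up, 20 down) in the deposited table, which holds picked probes, 924 at an adjusted p of 0.05 and 0 to 0 without single replicates. At 50 h the count of 3 became 9 with the processed signal, 1 with no filter, 1 with the slide as a block, 56 (45 up, 11 down) in the deposited table, 965 at 0.05 and 0 to 2 without single replicates. Leaving out a replicate makes groups smaller, and no filter adds probes to the correction. Between 50 and 29 h the count of 0 became 1 in the deposited table and 1 at 0.05. The first component's share of 79.1% became 68.0% with unit SD, 73.8% with each experiment centred, 78.0% with the fed group on the controls and 78.8 to 80.0% without single replicates.

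The replicate number does not pair the arrays in every pair of groups. With it as a block the DDVP counts were 1690, 3433 and 4090, the difference of effects 4190, and at 29 and 50 h the counts were 0 and 4. As a block it also put fatty acid synthesis at 50 h (-0.50) past 0.05 by camera. Arrays with the same number in different groups correlated by -0.284 to 0.328 in the deposited table (40 correlations) and -0.296 to 0.373 in the scanner files (12). All same-number correlations were positive between the control sets (0.045 to 0.328) and between low and mid (0.069 to 0.196). The same held between control set 2 and high (0.038 to 0.111). In all other pairs of groups some were negative, so a pairing of part of the arrays stays open.

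Medians of the gene lists at 29 h changed as follows. Glutathione reversed with the processed signal (-0.16) and with the mean of all probes of a gene (-0.0038), and ran from -0.0775 to 0.0440 without single replicates. Autophagy reversed with normexp (0.0010), no filter (0.0565), the filter on well above background (0.0151) and the deposited table (0.15), and ran from -0.0495 to 0.0563. By camera β-oxidation passed 0.05 with the processed signal (-0.26) and no filter (-0.11), and ran from -0.12 to -0.0515, and fatty acid synthesis with no filter (-0.22), running from -0.48 to -0.17. The pentose phosphate list no longer passed in the deposited table (-0.36) or with the mean of all probes (-0.17).

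At 50 h β-oxidation passed with the processed signal (-0.29) and no filter (-0.14), and ran from -0.24 to -0.0548 without single replicates. Fatty acid synthesis passed with normexp (-0.49), no filter (-0.16), the slide as a block (-0.57) and by fry (-0.50), and ran from -0.58 to -0.38. Autophagy ran from -0.23 to -0.0420 and passed without replicate 4. The pentose phosphate list no longer passed in the deposited table (-0.23) or with the mean of all probes (-0.22).

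Single genes under DDVP reversed as follows (range without single replicates): *gys2* at mid (-0.39 to 0.00953), *pik3cg* at high (-0.24 to 0.0140), *scd* at low (-0.45 to 0.26), *glrx5* at low (-0.0514 to 0.0776), and *fbp1b* and *gpx4a* at low, both also with median-centred arrays (0.0230, -0.0898 to 0.0451; 0.0347, -0.0301 to 0.0230).

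Single genes of nutrient restriction reversed at 29 h with the processed signal in *hadhaa* (-0.0482) and *rpl4* (-0.10), and in *rab1ab* with the mean of all probes (0.0121) and between replicates (-0.13 to 0.0990). At 50 h they reversed with the processed signal in *rab1ab* (-0.0466), *hadhaa* (-0.13), *lpla* (-0.17), *calm3a* (-0.13) and *rpl4* (-0.19), in the deposited table in *hadhaa* (-0.0097) and *calm3a* (-0.0282), with the slide as a block in *lpla* (-0.0332) and *ldhba* (0.0694), and with the mean of all probes in *lpla* (-0.14), *calm3a* (-0.11) and *rpl4* (-0.0256). Without single replicates the ranges at 50 h were -0.0109 to 0.0887 for *rab1ab*, -0.15 to 0.22 for *hadhaa*, -0.0363 to 0.0617 for *lpla*, -0.0933 to 0.11 for *calm3a*, -0.62 to 0.37 for *ldhba*, -0.30 to 0.24 for *pgd*, -0.16 to 0.20 for *actb2* and -0.0737 to 0.0687 for *rpl4*.

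Signal over background limits the nutrient restriction arrays: 48.9 to 56.7% of spots were well above background, and the filter on the signal to noise ratio keeps 16082 of 43603 probes. Of its alternatives, no filter alone changed a count by more than 1.5 times, to 1 at 50 h.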

Differences from the paper's values

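For the low concentration 1683 probes were differentially expressed, against the paper's 1056. Of the alternatives set before the data were examined, the count is within 1.5 times the paper's with control set 1 alone (1468), control set 2 alone (1499), the 25% of probes with the lowest means left out (1364), without replicate 1 (1401) and without replicate 2 (1426). It is not with all 32 arrays (1694), the replicate number as a block (1690), no moderation (1594), median-centred arrays (1671), without replicate 3 (1727) or 4 (1632), an adjusted p of 0.05 with the fold filter (1764) or 0.001 without it (2612). For the mid and high concentrations the counts of 3430 and 4087 are within 1.5 times the paper's 2654 and 3497. Table S1 heads these numbers as probes and its caption calls them genes. As different gene symbols the counts here are 771, 1557 and 1878, of which the first alone is within 1.5 times the paper's. The paper counted over all probes that passed its filter, and the 5481 of the deposited table were tested here.

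The second principal component took 6.23% of the variance, against about 9.9% for the paper in Fig. 8, read by eye. With each probe scaled to unit SD it took 9.88% and with each experiment centred on its own mean 6.99%, both within 1.5 times the paper's value. With median-centred arrays (6.22%) or without replicate 1 (6.48%), 2 (6.54%), 3 (6.15%) or 4 (6.43%) it was not, nor with the fed group placed on the controls (6.30%), which was chosen after seeing the values.

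For *hadhaa* at the high concentration the fold change on the linear scale was -13.4, against the paper's -10.1 in Table S3. Under every alternative run for it the difference stayed, from -12.3 without replicate 4 to -14.0 without replicate 3. Of 33 array values compared with Table S3, 32 lay within the SD between replicates.

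Directions differ for some of the genes the paper names. The paper has *cyp1a* and *ephx1* as induced, and both fell at the high concentration (by -2.92 and -3.59 on the log2 scale); its own Table S3 has *ephx1* as reduced there, so for that gene the text alone differs. It has the genes of autophagolysosome maturation as increased, and *wdr45b* fell by 1.46. It has *bcl2l* and *mcl1a* as reduced with concentration, and *bcl2l1* and *mcl1a* stood above the controls at each concentration, by 0.69 and 1.05 at the high, less than at the low. It has *got2* and *got2a* as increased, and *got2b* rose by 1.56 at the high concentration while *got2a* rose by 0.87 at the low and changed by -0.33, not past the threshold, at the high. It lists *agxtl* as increased and also as reduced, and of its 2 matches *agxta* changed by 0.87 and *agxtb* by -1.08 at the high concentration. It has *ldhbl* as increased, and of its 2 matches *ldhbb* fell by 1.87 while *ldhba* rose. The paper has autophagy genes rising with concentration, and the median of the list was 0.97, 0.91 and 1.01, with a higher value at the high than at the low concentration in 9 of 16 probes and a lower one in 7. It accepts replicates by their squared correlation, and 2 of 18 pairs of nutrient restriction arrays lay below its limit, the lowest at 0.943.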

Other observations

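Tests of single probes with the slide as a block or by their slope on a marker list, the tests of equal group means and of the alignment on the fed group, and those of a shared effect of food and of DDVP changes over all probes of the array were chosen only after the results were seen; the other splits of the arrays at an adjusted p of 0.001, the counts with the slide as a block and the marker lists were set before the data were examined.

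Of the 35 splits of the fed and unfed arrays into 4 and 4, the real one alone gave as many probes at an adjusted p of 0.001, 1 of 35 at 29 h and 1 of 35 at 50 h. That share is the smallest that the design gives and was not adjusted over the comparisons. It argues against chance division for both counts and does not exclude it. Between unfed 50 h and unfed 29 h the count was 0, and all 35 splits gave as many. In the DDVP comparisons 1 of 100 drawn splits of the 12 arrays, the real one, gave as many probes at the low, 1 of 100 at the mid and 1 of 100 at the high concentration, and 1 of 100 for the difference between the effects of the high concentration and of 50 h without food. The 5481 probes were picked on these arrays for their difference between the real groups, so these splits alone decide nothing. A bound allows for the picking. With all 43603 probes of the array counted as tested and 4 exposed arrays set against 1 control set, chance gives 4.36 probes at an unadjusted p of at most 1e-04. At the low concentration 327 and 377 were seen with control sets 1 and 2, at the mid 1238 and 1474 and at the high 1725 and 1925. For the difference of effects, with the fed and unfed 50 h arrays added, 2302 and 2433 were seen. Expected over seen, which bounds the probability however probes go together, was at most 0.0133, 0.00352 and 0.00253 for the concentrations and 0.00189 for the difference, so chance division is excluded for all of them.

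For the medians of the gene lists at 29 and 50 h, the real split alone was as far from 0 for the proteasome list at 29 h (1 of 35 splits) and for fatty acid synthesis at 50 h (1 of 35). These shares are the smallest that the design gives and were not adjusted over the 12 list tests. Chance division is therefore not excluded for either list by the splits. The number of splits as far from 0 was larger for fatty acid synthesis at 29 h (2), the proteasome at 50 h (10), the pentose phosphate list (3 and 3), β-oxidation (5 and 5), glutathione (33 and 3) and autophagy (28 and 10), each out of 35. By fry the adjusted p at 29 and 50 h was 0.0168 and 0.0168 for the pentose phosphate list, 0.0571 and 0.0168 for fatty acid synthesis, 0.0168 and 0.330 for the proteasome, 0.289 and 0.260 for β-oxidation, 0.821 and 0.834 for glutathione and 0.821 and 0.289 for autophagy.

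The counts of 1 probe at 29 h and 3 at 50 h fell to 0 and 1 with the slide as a block. Every group had arrays on all 3 slides, though unevenly, so slide and food overlap only in part. Few probes are at stake, and the fall of the counts alone cannot say how far the slide bears on them. Across all probes, arrays of different groups on 1 slide correlated no more than those on different slides (mean -0.0139 in 15 pairs against 0.00635 in 33). A clock list moved by 0.12 at 29 h and -0.01 at 50 h (camera adjusted p 0.0351 and 0.542; fry 0.203 and 0.737; 17 and 9 of 18 probes up), an erythrocyte list by 0.45 and -0.21 (0.0612 and 0.542; fry 0.465 and 0.643; 10 of 11 up, then 10 of 11 down), and the pancreas list fell (6.3e-04 and 3.4e-04). Of the vitellogenins, which female fish make, *vtg5* alone passed the signal filter, *vtg4* reached a signal to noise ratio of 3 on 1 array (5.99) and *vtg2* on 0. For *vtg5* the gap of the highest array to the next was at most 0.398 of the range of a group at 29 h and 0.461 at 50 h, below the critical value for 4 arrays. These lists do not say how far tissue, blood, time of day or sex bear on the counts, and for the counts they cannot be told apart from food.

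For the unnamed probe A_15_P115094 and for *hamp* single tests say more. With the slide as a block A_15_P115094 still changed by -2.90 at 29 h and by -3.71 at 50 h on the log2 scale, and the first *hamp* probe rose by 3.79 at 50 h, which argues against the slide as the whole cause. Their adjusted p was then 0.00273 and 3.0e-04 for A_15_P115094 and 0.00349 for *hamp* (over all alternatives *hamp* ranged from 8.1e-05 to 0.0265). From its slope within groups on the pancreas list, A_15_P115094 would change by -0.14 and -0.16 (0.10 per unit, standard error 0.098), on the erythrocyte list by 0.0545 and -0.0331 and on the vitellogenin list by 0.15 and 0.17 at 29 and 50 h. For *hamp* at 50 h the slopes give -0.0824, -0.0246 and 0.0070. These are far from the changes seen, which argues against pancreas tissue, blood or female fish as the cause for these probes, as far as slopes over 12 arrays can show. A response of the liver to lack of food is consistent with these values, with time of day at harvest untested for single probes, and it is a hypothesis since the probes were picked on the same arrays.

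The remaining lists were tested on the nutrient restriction arrays beside those above. Ubiquitin and chaperones moved by -0.05 and -0.05 (camera adjusted p 0.187 and 0.761; fry 0.203 and 0.624), cholesterol synthesis by -0.21 and -0.27 (0.0612 both times; fry 0.301; 23 of 29 probes down each time) and *vtg5* by -1.12 at 50 h (0.332 by camera, 0.203 by fry). Among the 5481 probes the clock list had 9 probes with a median of -0.53, -1.09 and -1.13 at the low, mid and high concentrations, and cholesterol synthesis 2 probes with -1.12, -1.52 and -1.53.

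In the deposited values the means of control set 1, control set 2 and unfed 29 h lay within 0.001 of each other in 5481 of 5481 probes. This is consistent with an adjustment by the authors that used these groups as the common reference, since the spread between replicates alone would give 28.5 to 30.7 such probes. The place of the unfed 29 h arrays beside the controls in the components then follows from that choice. Placed on the fed group, unfed 29 h lay 0.521 from the controls (root mean square, log2). With that placing unfed 50 h lay 0.557 away. Each placing sets 1 nutrient restriction group onto the controls, so these are distances within that experiment, and whether fed fish lie nearer to the controls than exposed fish do cannot be told apart from the choice in the array values, as no group has arrays in both experiments. The paper also set both experiments side by side in its QuantiGene assay, for genes picked for a strong response to DDVP and a small one to nutrient restriction, and that assay was not analysed here.

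Exposed fish might have taken less food, so the effects of DDVP and of 50 h without food were compared across probes. As large a correlation came from 9 of 35 splits of the fed and unfed arrays at the low concentration and from 16 of 35 at the mid and 16 of 35 at the high. From low to high the correlation changed by -0.089. The slope of the DDVP effect on the food effect was 0.36, 0.37 and 0.37. The paper reports uneaten food in the tanks at the mid and high concentrations, and no group crosses fasting with DDVP. The DDVP controls and the fed group also differed in the time since their last feeding. A part played by food in the DDVP values therefore cannot be told apart from DDVP by these numbers.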
